# 1,25 dihydroxyvitamin D-mediated orchestration of anticancer, transcript-level effects in the immortalized, non-transformed prostate epithelial cell line, RWPE1

**DOI:** 10.1186/1471-2164-11-26

**Published:** 2010-01-13

**Authors:** Pavlo L Kovalenko, Zhentao Zhang, Min Cui, Steve K Clinton, James C Fleet

## Abstract

**Background:**

Prostate cancer is the second leading cause of cancer mortality among US men. Epidemiological evidence suggests that high vitamin D status protects men from prostate cancer and the active form of vitamin D, 1α,25 dihydroxyvitamin D_3 _(1,25(OH)_2_D) has anti-cancer effects in cultured prostate cells. Still, the molecular mechanisms and the gene targets for vitamin D-mediated prostate cancer prevention are unknown.

**Results:**

We examined the effect of 1,25(OH)_2_D (+/- 100 nM, 6, 24, 48 h) on the transcript profile of proliferating RWPE1 cells, an immortalized, non-tumorigenic prostate epithelial cell line that is growth arrested by 1,25(OH)_2_D (Affymetrix U133 Plus 2.0, n = 4/treatment per time and dose). Our analysis revealed many transcript level changes at a 5% false detection rate: 6 h, 1571 (61% up), 24 h, 1816 (60% up), 48 h, 3566 (38% up). 288 transcripts were regulated similarly at all time points (182 up, 80 down) and many of the promoters for these transcripts contained putative vitamin D response elements. Functional analysis by pathway or Gene Set Analysis revealed early suppression of WNT, Notch, NF-kB, and IGF1 signaling. Transcripts related to inflammation were suppressed at 6 h (e.g. IL-1 pathway) and suppression of proinflammatory pathways continued at later time points (e.g. IL-17 and IL-6 pathways). There was also evidence for induction of anti-angiogenic pathways and induction of transcripts for protection from oxidative stress or maintenance of cell redox homeostasis at 6 h.

**Conclusions:**

Our data reveal of large number of potential new, direct vitamin D target genes relevant to prostate cancer prevention. In addition, our data suggests that rather than having a single strong regulatory effect, vitamin D orchestrates a pattern of changes within prostate epithelial cells that limit or slow carcinogenesis.

## Background

Several population-based studies have shown that low UV exposure or low plasma vitamin D metabolite levels increase prostate cancer risk [1-3]. The hormonal form of vitamin D, 1α,25-dihydroxyvitamin D_3 _(1,25(OH)_2_D) or its analogs have anti-cancer effects in cancer cells or animal tumor models that may be mediated through multiple mechanisms including inducing growth arrest, promoting cell differentiation, lowering apoptotic thresholds, and suppressing angiogenesis or metastasis (for current review see [4]). In prostate cancer cells, the growth inhibitory actions of 1,25(OH)_2_D require the presence of the vitamin D receptor (VDR), a ligand-inducible transcription factor [5-7]. However, it is not clear whether the chemopreventative effect of high vitamin D status in the normal, healthy prostate is mediated by the same mechanisms.

Many vitamin D target genes have been identified and characterized in the context of vitamin D's traditional actions in the control of calcium metabolism [8]. In contrast, very few 1,25(OH)_2_D-regulated gene targets have been definitively identified in the context of prostate cancer, much less normal prostate biology. For example, 1,25(OH)_2_D directly induces transcription of the cyclin dependent kinase inhibitor gene p21 in U937 leukemia cells [9]. However, in LNCaP human prostate carcinoma cells 1,25(OH)_2_D mediated accumulation of p21 mRNA appears to be indirect [10] through induction of IGF binding protein 3 (IGFBP-3) gene expression and suppression of IGF-1 signaling [11]. A number of candidate vitamin D target genes have been identified in other cell systems but it is not clear if they are relevant to prostate cancer prevention. For example, in breast cancer cells the 1,25(OH)_2_D analog EB1089 up-regulates expression of TGFβ_1 _and β_2 _mRNA [12] and down regulates the anti-apoptotic protein bcl-2 [13], while in breast, ovarian, and neuroblastoma cells, c-myc has been identified as a target of 1,25(OH)_2_D-mediated transcriptional repression [14,15]. In addition, gene expression profiling of EB1089 action in squamous carcinoma cells [16,17] shows that 1,25(OH)_2_D modulates expression of transcripts encoding extracellular matrix proteins, cell adhesion proteins, DNA repair enzymes, and factors controlling oxidative stress. These data suggest that the cancer preventive impact of 1,25(OH)_2_D may utilize unique mechanisms in different tissues or that 1,25(OH)_2_D impacts multiple pathways involved in carcinogenesis.

cDNA microarray analysis has been used on both human primary prostate epithelial cells and prostate cancer cells to identify potential target genes of 1,25(OH)_2_D [18-22]. However, these earlier studies have limitations that prevent their results from being applied more generally, e.g. they lack the sample replication that permits statistical analysis with sufficient power. In this study we examined 1,25(OH)_2_D induced changes in the transcriptome of the phenotypically normal, immortalized human prostate epithelial cell line RWPE1. These findings provide new insight into the mechanisms that may be used by vitamin D to prevent the development of human prostate cancer.

## Results

### Time course analysis of 1,25(OH)_2_D induced genes

Using a 5% FDR cut-off, we identified 5435 transcripts as significantly differentially expressed in at least one time point (Table 1). 

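RWPE1 is a human prostate epithelial cell line that was immortalized and does not form tumors. Its cells were given 100 nM 1,25(OH)2D, the hormonal form of vitamin D, or vehicle (ethanol) for 6, 24 or 48 h. There were 4 samples in each of the 6 groups, 24 in all, and each went on its own Affymetrix whole-genome array. The medium of the 48 h cultures was replaced at 24 h. The authors normalized all 24 arrays together with gcRMA, and the deposited values are log2 expression values of 54613 probe sets and 62 controls.
The paper tested the 25986 probe sets that its MAS5 calls kept. Those calls are not used here. Instead, after 62 control probe sets were left out, the same number was kept by the value that 3 of the 4 arrays of at least 1 group reached, and the lowest value kept was 3.21 (log2). At each time point, limma compared the 4 arrays with 1,25(OH)2D with the 4 arrays with vehicle, and a probe set counts as changed at a Benjamini-Hochberg adjusted p under 0.05. A log2 fold change is the mean with 1,25(OH)2D minus the mean with vehicle. A gene is represented by the brightest tested probe set that carries only its symbol, which gives 12004 genes. The samples are treated as separate cultures. If the samples of a group came from cells that were grown together, the p-values measure only the spread between samples.
Arrays of the same group differed mainly along 1 direction. In the values minus their group means, the first principal component held 71.9% of the variance and the second 6.82%. On the first component, 4 arrays stood more than 0.3 from their group's mean: vehicle replicate 1 at 6 h (-0.346), vehicle replicate 1 at 24 h (-0.36), and 1,25(OH)2D replicates 1 (0.413) and 4 (-0.544) at 24 h. At 24 h the change of a gene with 1,25(OH)2D went with its loading on this component (r = -0.777, Spearman correlation -0.808, across 12004 genes, which are not independent replicates). The same correlation was r = 0.00806 at 6 h and r = -0.125 at 48 h. The mean SD of a gene in the arrays with 1,25(OH)2D was 0.259 at 6 h, 0.399 at 24 h and 0.161 at 48 h (log2). In vehicle it was 0.272, 0.253 and 0.119.

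**Figure D1:**
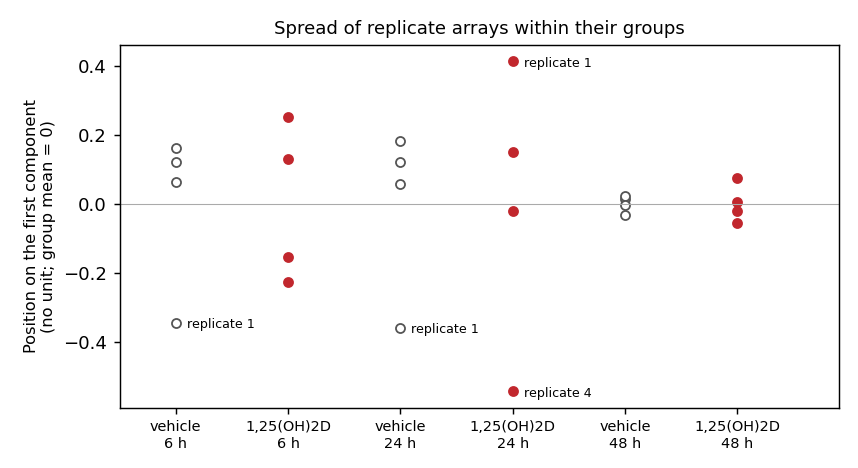
Position of each of the 24 arrays on the first principal component of the values minus their group means (no unit), 4 arrays per group. Open circles are vehicle and filled circles are 1,25(OH)2D. The 4 arrays that stand more than 0.3 from their group's mean are marked with their replicate number.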

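ABTB3, a protein with ankyrin repeats, rose at 6 h with a log2 fold change of 5.65 (standard error 0.10, adjusted p = 1.05e-07). UCA1, a long non-coding RNA, rose at 24 h with a log2 fold change of 4.50 (standard error 0.31, adjusted p = 0.00220). OAS2, an antiviral enzyme that interferon induces, fell at 48 h with a log2 fold change of -3.14 (standard error 0.17, adjusted p = 3.85e-05). By limma's test, 2917 of the 25986 probe sets changed at 1 or more of the 3 time points.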

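After 6 h of 1,25(OH)2D, the genes with the largest rises included G0S2, an inhibitor of triglyceride breakdown, and FOS, a subunit of the AP-1 transcription factor. At 24 and 48 h they included CDA, which recycles pyrimidine nucleosides, and the steroid-reducing enzyme AKR1C1. Log2 fold changes were 5.07 (standard error 0.10, adjusted p = 1.18e-07) for G0S2 and 4.69 (standard error 0.18, adjusted p = 9.26e-06) for FOS at 6 h, 3.40 (standard error 0.45, adjusted p = 0.0337) for CDA and 3.80 (standard error 0.34, adjusted p = 0.00607) for AKR1C1 at 24 h, and 3.97 (standard error 0.27, adjusted p = 1.07e-04) for CDA and 3.38 (standard error 0.11, adjusted p = 3.02e-06) for AKR1C1 at 48 h. By limma's test 699 probe sets changed at 6 h, 92 at 24 h and 2506 at 48 h. The low count at 24 h goes with a larger error of the changes than at 48 h. The median standard error was 0.153 at 6 h, 0.179 at 24 h and 0.0885 at 48 h (log2). In simulated data with the spread of these arrays, limma made 114 calls at 6 h and 95 at 24 h. There, 67, 67 and 66 of 25986 probe sets were changed 1.5-, 2- and 4-fold, and SAM made 79 calls at 24 h. In the real data SAM made 1509 at 24 h. The simulation therefore does not decide whether the larger error accounts for 92 calls against 699. The 2506 probe sets of 48 h had a median change at 48 h of 0.496 in their direction. At 24 h their median change in that direction was 0.417, and 90% of them lay on the same side of 0. At 6 h it was 0.0914. Across genes the change at 24 h went with the loading on the first component (r = -0.777). Whether the shared direction at 24 h comes from that component was not tested. Without the 4 arrays that stand apart, an alternative chosen after the data were seen, 5499 probe sets changed at 24 h. Of the alternatives set before, SAM gave 1509 at 24 h and all 24 arrays in one fit 553. With the replicate number as a block it was 1.
Single arrays move these counts. At 6 h the count was 431 without vehicle replicate 2 and 446 without 1,25(OH)2D replicate 4. At 48 h it was 1612 without vehicle replicate 2 and 1615 without 1,25(OH)2D replicate 3. At 24 h it was 60, 26, 34 and 28 without vehicle replicates 1, 2, 3 and 4, and 31 and 41 without 1,25(OH)2D replicates 2 and 3. Without any other array, each count stayed within 1.5 times its value with all arrays.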

Following treatment with 1,25(OH)_2_D the number of differentially expressed transcripts was increased over time from 1571 at 6 h to 3566 at 48 h. At 6 and 24 h, the transcripts were predominantly up-regulated (60.7% and 59.6%) while at the 48 h time point the transcripts were predominantly down-regulated (62.3%). 

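Among the falls of 6 h are FIBIN, a secreted factor of limb development, EDN1 (endothelin 1), a peptide that constricts vessels, and LRIG3, a membrane protein that modulates growth factor receptors. Among the falls of 24 h are GPC4, a heparan sulfate proteoglycan, and OLFML2A, an extracellular matrix protein. Log2 fold changes were -2.76 (standard error 0.33, adjusted p = 0.00308) for FIBIN, -2.06 (standard error 0.32, adjusted p = 0.0128) for EDN1 and -1.61 (standard error 0.21, adjusted p = 0.00453) for LRIG3 at 6 h, and -1.44 (standard error 0.17, adjusted p = 0.0196) for GPC4 and -1.16 (standard error 0.11, adjusted p = 0.00784) for OLFML2A at 24 h. At 6 h 496 probe sets rose and 203 fell (71% up). At 24 h 62 rose and 30 fell (67.4% up), and at 48 h 1044 rose and 1462 fell (41.7% up). Of the 6 h calls, 50.8% rose with array weights (chosen after the data were seen). Of the 24 h calls, 40.7% rose without the 4 arrays that stand apart (chosen after the data were seen) and 55% with each array centred on its median. The test of the difference between times gave 727 probe sets whose effect at 48 h differed from that at 6 h, 266 of them with a higher change at 48 h and 461 with a lower change.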

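The genes that rose at every time point include CST6 (cystatin E/M), an inhibitor of cysteine proteases, CALML3, a calmodulin-like protein of epithelia, and SERPINB1, an inhibitor of neutrophil proteases. Those that fell include CCN1, a matrix protein that cells secrete in response to growth factors, and ABCG1, which exports cholesterol. At 6, 24 and 48 h, the log2 fold changes were 3.06, 3.20 and 3.33 for CST6 (adjusted p = 8.97e-04, 0.0282 and 9.23e-05), and 2.33, 1.79 and 2.06 for CALML3 (adjusted p = 2.71e-04, 0.0196 and 5.86e-05). They were 2.72, 0.80 and 1.11 for SERPINB1 (adjusted p = 1.26e-04, 0.0450 and 6.90e-06). CCN1 had -0.92, -0.68 and -0.81 (adjusted p = 0.00109, 0.0337 and 3.71e-05), and ABCG1 had -1.45, -0.90 and -1.15 (adjusted p = 0.0169, 0.0283 and 0.00108). By limma's test, 47 probe sets changed at all 3 time points: 39 rose each time, 7 fell each time, and 1, for IGFBP3, rose at 6 h and fell later. With 1 array left out, 19 to 50 changed at all 3 times, with 17 to 42 up and 2 to 8 down each time.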

1,25(OH)_2_D treatment significantly altered the expression of 288 transcripts at all three time points; 262 of these changed in the same direction and 63.2% were up-regulated. Although many of our transcript-level changes were greater than 1.5-fold, our use of sample replicates, quality controls, and careful statistical analysis allowed us to see more subtle changes that may have biological relevance. 

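Large and small changes sit side by side. At 6 h the protease KLK6 and GEM, a small GTPase that inhibits calcium channels, rose steeply. At 48 h the calcium-binding protein S100A2 rose slightly, and B2M, the light chain of MHC class I, and RBL2, a pocket protein of the retinoblastoma family, fell slightly. The log2 fold changes were 3.99 (standard error 0.53, adjusted p = 0.00513) for KLK6 and 4.26 (standard error 0.14, adjusted p = 2.89e-06) for GEM at 6 h, and 0.23 (standard error 0.037, adjusted p = 0.00801) for S100A2, -0.29 (standard error 0.071, adjusted p = 0.0388) for B2M and -0.23 (standard error 0.046, adjusted p = 0.0172) for RBL2 at 48 h. Changes of more than 1.5-fold make up 613 of the 699 calls at 6 h (457 up, 156 down), 86 of the 92 at 24 h (57 up, 29 down) and 994 of the 2506 at 48 h (400 up, 594 down). In simulated data with the spread of these arrays, limma found 19.4% of changes of 1.5-fold at 6 h, 20.9% at 24 h and 71.6% at 48 h, and 86.4%, 75.8% and 100% of changes of 4-fold.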

A detailed list of all significantly differentially expressed transcripts is available in Additional File 1. The entire list of 25,986 transcripts analyzed and their FDR value is available upon request.

**Table 1:** Transcripts that were significantly differentially expressed (5% FDR) in RWPE1 cells after treatment with 1,25(OH)_2_D.

	Up (>1.5×)	Down (>1.5×)	Total (>1.5×)
**6 h**	954(696)	617(340)	1571(1036)
**24 h**	1083(371)	733(243)	1816(614)
**48 h**	1343(410)	2223(639)	3566(1049)
Any time point *	2537(1076)	3009(956)	5435(2012)
All time points *	182(115)	80(37)	262(152)

*"Any time point" indicates transcripts that were regulated in at least one time point. "All time points" indicates transcripts that were differentially expressed in the same direction at all three time points.

### RT-PCR and ChIP confirmation of 1,25(OH)_2_D regulation

Eleven transcripts identified in the microarray analysis as 1,25(OH)_2_D induced were selected for PCR validation. These were selected based upon three criterion: they are classic vitamin D target genes (i.e. CYP24, TRPV6), they had been identified in other studies (e.g. TXNRD1, IGFBP3, P2RY2), and they spanned a wide range of expression levels (i.e. CYP24, CD14, TXNRD1, IGFBP3, P2RY2, CYP26B1, SEMA3B, SEMA3F were all up-regulated while VAV3, AKAP12, and APCDD1 were suppressed, Table 2).

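CYP24A1 is the enzyme that breaks down 1,25(OH)2D, CD14 a co-receptor for lipopolysaccharide and TXNRD1 a thioredoxin reductase. IGFBP3 binds insulin-like growth factors, P2RY2 is a receptor for extracellular nucleotides, CYP26B1 breaks down retinoic acid and SEMA3F is a secreted semaphorin. APCDD1 inhibits Wnt signaling at the membrane and AKAP12 anchors protein kinase A. From limma, the log2 fold changes at 6 h were 10.08 (standard error 0.14, adjusted p = 3.38e-08) for CYP24A1, 7.80 (standard error 0.14, adjusted p = 1.05e-07) for CD14 and -2.34 (standard error 0.15, adjusted p = 1.46e-04) for APCDD1. At 24 and 48 h they were 6.10 and 5.99 for CYP24A1, 4.75 and 4.76 for CD14, and -1.21 and -1.39 for APCDD1 (adjusted p from 4.63e-06 to 0.00530).
P2RY2 rose at 6 and 48 h (3.82, adjusted p = 2.08e-04 and 1.54, adjusted p = 1.51e-04). At 24 h its change was 1.86 (adjusted p = 0.0721). CYP26B1 rose only at 6 h (2.47, adjusted p = 7.60e-04), with -0.071 at 24 h and -0.069 at 48 h, and the effect at 48 h minus that at 6 h was -2.54 (adjusted p = 8.10e-06). VAV3 was lower at 6 h (-1.55, adjusted p = 0.118) and 24 h (-1.33, adjusted p = 0.414) and fell at 48 h (-0.51, adjusted p = 0.0468). AKAP12 rose at 6 h, with a log2 fold change of 2.72 (standard error 0.49, adjusted p = 0.0248), and its 3 other probe sets rose too (1.85, 3.80 and 4.20). It was near the bottom of the scale at 24 h, with 2.43 ± 0.031 (SD, n = 4) in vehicle and 2.45 ± 0.024 (SD, n = 4) with 1,25(OH)2D (log2). In vehicle at 6 h it was 6.46 ± 0.93 (SD, n = 4).

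**Figure D2:**
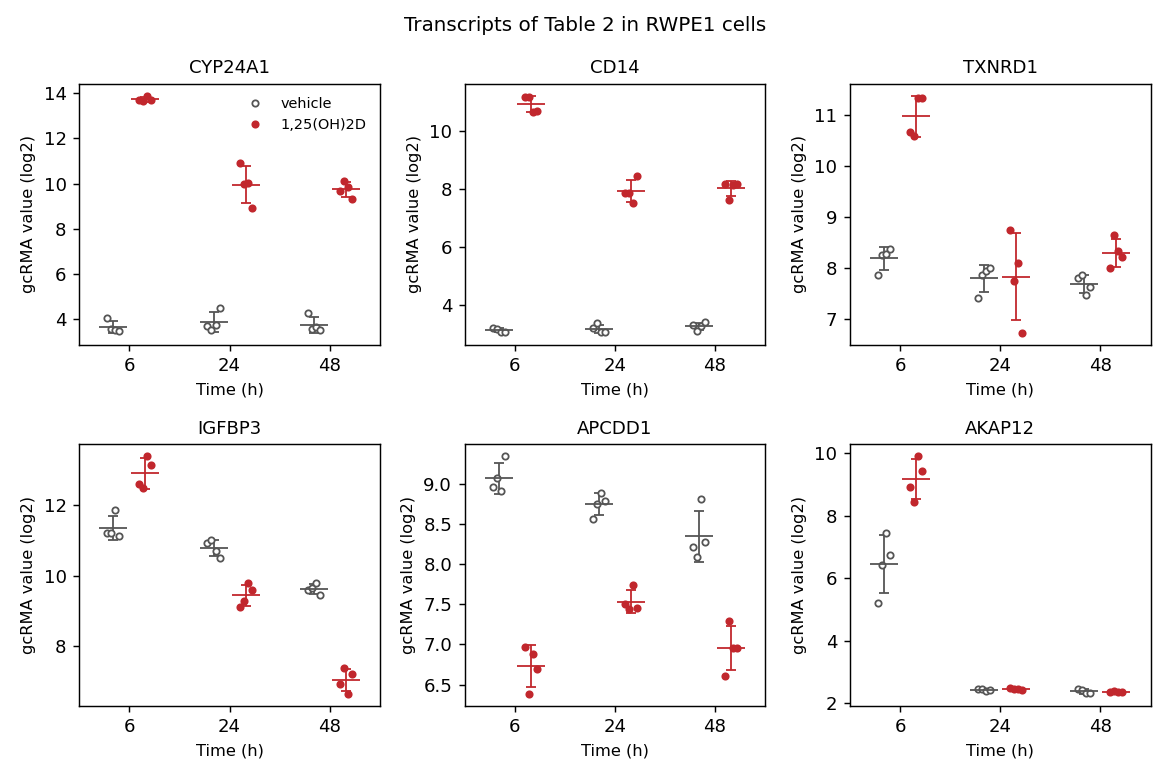
gcRMA values (log2) of CYP24A1, CD14, TXNRD1, IGFBP3, APCDD1 and AKAP12 in each array of RWPE1 cells, 4 arrays per group. Open circles are vehicle and filled circles are 1,25(OH)2D; horizontal lines are means and whiskers 1 SD.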

**Table 2:** RT-PCR validation of expression values from microarray analysis for selected genes in primary human prostate epithelial cells (hPEC), and LNCaP cells.

	RWPE1 - Microarray (n = 4)			hPEC(n = 3)			LNCaP (n = 3)
Gene	6 h	24 h	48 h	#1	#2	#3	8 h
**CYP24**	1072*	73.9*	63.2*	231 ± 5*	790 ± 192*	959 ± 184*	39.2 ± 2.6*
**CD14**	226*	27.6*	27.4*	6.3 ± 0.8*	19.6 ± 1.3*	33.8 ± 8.0*	1.6 ± 0.3
**TXNRD1**	7.1*	1.1	1.5*	2.1 ± 0.2*	6.0 ± 0.1*	9.6 ± 1.8*	4.1 ± 0.9*
**IGFBP3**	3.0*	-2.7*	-6.4*	3.1 ± 0.4*	38.0 ± 3.1*	22.0 ± 4.8	2.9 ± 0.3*
**P2RY2**	13.5*	3.8	2.9*	1.6 ± 0.1*	5.2 ± 1.0	4.3 ± 0.2*	1.3 ± 0.1
**CYP26B1**	5.6*	1.0	1.0	-1.1 ± 0.1	-1.2 ± 0.3	-1.3 ± 0.1	2.7 ± 0.1*
**SEMA3B**	19.5*	13.4*	18.5*	4.1 ± 0.2*	2.5 ± 0.6	5.7 ± 0.3*	2.2 ± 0.4*
**SEMA3F**	2.5*	1.5*	1.7*	1.1 ± 0.2	-1.4 ± 0.2	-1.3 ± 0.1	1.8 ± 0.2*
**VAV3**	-2.7*	-2.3*	-1.4*	-1.3 ± 0.1	-1.2 ± 0.2	-1.3 ± 0.3	1.4 ± 0.1
**APCDD1**	-5.0*	-2.3*	-2.6*	-3.1 ± 0.2	-1.5 ± 0.3	-1.6 ± 0.3	3.2 ± 0.1*
**AKAP12**	9.9*	1.0	1.0	4.1 ± 0.8*	5.1 ± 1.8*	5.3 ± 1.9	7.1 ± 1.3
**TRPV6**	A^#^	A^#^	A^#^	23.3 ± 5.0*	86.0 ± 20.6*	153 ± 40.6*	4.6 ± 0.1*

Data are expressed as mean fold change +SEM of GAPDH-normalized expression (in arbitrary units).

* p < 0.05 (RT-PCR) or FDR<5% (Microarray data), # Absent

With the exception of CYP24 and CD14, which were higher in the array data, and TRPV6, which was "absent" in the array data, the expression of transcripts was similar between the array and RT-PCR analysis in vitamin D-treated RWPE1 cells (Figure 1A). 

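CYP24A1 and CD14 were near the bottom of the arrays' scale in vehicle, and TRPV6, the epithelial calcium channel, was dim in every group. On the log2 scale at 6 h, CYP24A1 was 3.66 ± 0.27 (SD, n = 4) in vehicle and 13.74 ± 0.11 (SD, n = 4) with 1,25(OH)2D, and CD14 was 3.14 ± 0.064 (SD, n = 4) and 10.94 ± 0.29 (SD, n = 4). As ratios of mean values on the linear scale, CYP24A1 was 1073-fold higher at 6 h, 73.9-fold at 24 h and 63.2-fold at 48 h, and CD14 was 226-fold, 27.6-fold and 27.4-fold higher. Such folds depend on the background left in the vehicle values. The probe set of TRPV6 was among those tested, with 5.26 ± 0.025 (SD, n = 4) in vehicle at 48 h. Its log2 fold changes from limma were 0.42 (adjusted p = 0.508) at 6 h, 0.20 (adjusted p = 0.601) at 24 h and 0.49 (standard error 0.10, adjusted p = 0.0203) at 48 h. The RT-PCR values are not analysed here.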

We also examined the 1,25(OH)_2_D-mediated expression of these in other prostate cell lines to determine if their regulation was a generalizable response. A similar effect of 1,25(OH)_2_D on these transcripts was observed cultures of primary human prostate epithelial cells, but a blunted response to 1,25(OH)_2_D treatment was seen in LNCaP cells (Table 2).

**Figure 1:**
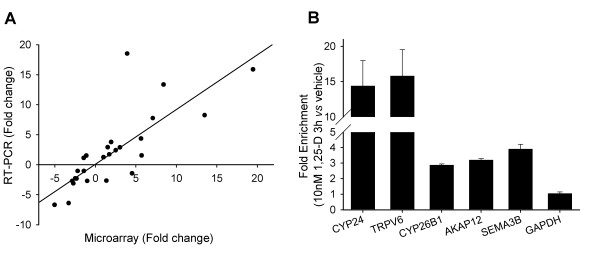
**Real Time-PCR and ChIP validation of differential regulation of selected transcripts**. **(A) Correlation between Microarray and Real Time-PCR data**. 9 transcripts identified as differentially expressed by microarray (TXNRD1, IGFBP3, P2RY2, Cyp26B1, SEMA3B, SEMA3F, VAV3, AKAP12 and APCDD1) were examined by Real Time-PCR for 1,25(OH)_2_D-induced changes in expression at the 6, 24, and 48 h. Fold changes of RT-PCR validated transcripts were compared across their fold change identified in microarray analysis. The regression line was defined by the following equation: PCR fold change = 0.91(Microarray data fold change) + 0.09; r^2 ^= 0.64. **(B) ChIP assays of VDR recruitment to putative VDR binding sites. **RWPE1 cells were treated with vehicle or 10 nM 1,25(OH)_2_D for 3 h. DNA precipitates were measured with RT-PCR using primers spanning known VDREs (CYP24, TRPV6 and SEMA3B) and predicted VDREs (CYP26B1 and AKAP12). The results are shown as mean ± SEM (n = 3).

Potential VDR binding sites were identified in the genes for nine 1,25(OH)_2_D-induced transcripts using a bioinformatic approach. The binding of VDR to the promoter areas of five of these genes was demonstrated by ChIP analysis in 1,25(OH)_2_D-treated RWPE1 cells (CYP24, TRPV6, CYP26B1, AKAP12 and SEMA3B, Figure 1B) and the extent of their enrichment was consistent with the 1,25(OH)_2_D-induced accumulation of their transcripts. This demonstrates that differential regulation of transcript levels can be both direct (i.e. demonstrated by VDR binding) and indirect (i.e. no binding in a ChIP assay).

### Cluster analysis for identification of groups with similar patterns of expression

Patterns of 1,25(OH)_2_D-regulated expression were determined using Self Organizing Maps (SOM) (Figure 2). 

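Along the time course, some transcripts answered 1,25(OH)2D only at 6 h and others drifted in vehicle and were held back. A self-organizing map of 4 by 3 nodes was drawn for the 2917 probe sets that changed at 1 or more time points, on the mean of each group after each probe set was scaled to mean 0 and SD 1. Its 12 nodes hold 128 to 349 probe sets. Node 12 holds 312 probe sets with a node weight (scaled value) of 1.83 with 1,25(OH)2D at 6 h, against -0.323 in vehicle. Node 2 holds 250 that reach 1.32 in vehicle at 48 h and -1.07 with 1,25(OH)2D. Node 7 holds 308 with 0.899 and 1.21 with 1,25(OH)2D at 24 and 48 h, against -0.106 and -0.0308 in vehicle. The map shows the shapes but tests none of them. Patterns were therefore also defined by tests. An early rise is a rise at 6 h, none at 48 h, and an effect at 48 h below that at 6 h. A late rise is a rise at 24 or 48 h, none at 6 h, and an effect at that later time above that at 6 h. Falls mirror the rises. A prevented rise is a rise in vehicle from 6 to 48 h with a lower value with 1,25(OH)2D at 48 h.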

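Genes that rose early and then returned include HCAR3, a receptor for hydroxylated fatty acids, ADAMTS15, a secreted metalloprotease, and PLAT (tissue plasminogen activator). The early rise pattern held for 200 probe sets and 115 genes (88 to 147 probe sets with 1 replicate number left out; at least 200 in 4 of 100 splits of the arrays, the real one included, highest other 323). The log2 fold changes from limma at 6 h were 4.65 (standard error 0.12, adjusted p = 6.59e-07) for HCAR3, 4.36 (standard error 0.26, adjusted p = 8.89e-05) for ADAMTS15 and 2.25 (adjusted p = 2.88e-04) for PLAT. The effect at 48 h minus that at 6 h was -4.96 (adjusted p = 1.90e-07) for HCAR3 and -4.36 (adjusted p = 1.29e-10) for ADAMTS15. In HCAR3 the change at 48 h itself was -0.30 (adjusted p = 0.562), and in ADAMTS15 it was 0.0004 (adjusted p = 0.9985).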

Across the 12 clusters, there were five major expression patterns: Group 1 contained transcripts up-regulated early (clusters 4, 8). 

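Among the early falls, PHACTR3 binds actin and protein phosphatase 1, PRICKLE1 belongs to the planar polarity pathway, and KCNJ15 is a potassium channel. ETS2 is a transcription factor downstream of MAP kinases. Log2 fold changes from limma at 6 h were -4.07 (standard error 0.19, adjusted p = 2.54e-05) for PHACTR3, -1.81 (standard error 0.24, adjusted p = 0.00525) for PRICKLE1, -1.72 (standard error 0.22, adjusted p = 0.00394) for KCNJ15 and -1.60 (adjusted p = 7.77e-04) for ETS2. At 48 h the changes of PHACTR3, PRICKLE1, KCNJ15 and ETS2 were -0.064, -0.44, -0.29 and -0.31. The early fall pattern held for 64 probe sets and 42 genes. With 1 replicate number left out it held for 14 to 54 probe sets, and 5 of 100 splits of the arrays (the real one included) gave as many as 64 (highest other 204). The test of the effect at 48 h minus that at 6 h gave 4.01 (adjusted p = 1.82e-08) for PHACTR3 and 1.42 (adjusted p = 0.0193) for KCNJ15.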

Group 2 contained transcripts down-regulated early (clusters 2, 6, 10). Group 3 contained transcripts that were up-regulated at 24 and 48 h (clusters 0, 5). 

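Among the genes induced late are DNER, a transmembrane protein with EGF repeats, KLK5, a serine protease of squamous epithelia, AKR1C3, which reduces steroids and prostaglandins, and IGFBP6, which binds insulin-like growth factor 2. At 48 h the log2 fold changes from limma were 3.95 (standard error 0.19, adjusted p = 2.36e-05) for DNER, 3.26 (standard error 0.68, adjusted p = 0.0227) for KLK5, 3.18 (standard error 0.11, adjusted p = 3.53e-06) for AKR1C3 and 2.53 (standard error 0.11, adjusted p = 1.29e-05) for IGFBP6. At 6 h the changes were -0.12, 0.38, 0.41 and 1.11 for DNER, KLK5, AKR1C3 and IGFBP6, none past the threshold (adjusted p from 0.0631 to 0.9997). Late rises numbered 121 probe sets and 80 genes, 33 to 142 probe sets with 1 replicate number left out, and 6 of 100 splits of the arrays (the real one included) gave as many as 121 (highest other 3512). Of the 121, 118 rest on the calls of 48 h, a count that 1 of 100 splits reached (highest other 28). The effect at 48 h minus that at 6 h was 4.07 (adjusted p = 3.23e-08) in DNER, 2.88 (adjusted p = 0.0277) in KLK5 and 2.78 (adjusted p = 1.24e-06) in AKR1C3. For IGFBP6 this difference was 1.42 (adjusted p = 0.0111).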

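Among the late falls with the largest changes are CCDC80, CXCL14, IFNK, SCEL and MMP2. Secreted proteins were not tested as a list. Of 43 measured matrix and integrin genes the late fall pattern holds 2, where 0.387 would be expected from the share of all genes. CCDC80 is a matrix protein, CXCL14 a chemokine of epithelia, IFNK (interferon kappa) an interferon of keratinocytes, MMP2 a collagenase and SCEL a protein of the cornified envelope. NTM is a neural adhesion molecule and RASSF10 a Ras-association protein. By limma, the log2 fold changes at 48 h were -3.48 (standard error 0.50, adjusted p = 0.00461) for CCDC80, -3.45 (standard error 0.14, adjusted p = 9.26e-06) for CXCL14, -3.21 (standard error 0.21, adjusted p = 9.35e-05) for IFNK, -3.02 (standard error 0.15, adjusted p = 2.49e-05) for MMP2 and -3.11 (standard error 0.17, adjusted p = 4.56e-05) for SCEL. NTM and RASSF10 fell at both later times, with -2.43 (adjusted p = 0.0122) and -2.51 (adjusted p = 5.23e-05) (NTM) and -1.33 (adjusted p = 0.0179) and -1.90 (adjusted p = 0.00201) (RASSF10) at 24 and 48 h. The late fall pattern held for 174 probe sets and 108 genes, and for CCDC80 the effect at 48 h minus that at 6 h was -3.15 (adjusted p = 5.16e-04). Without the 4 arrays that stand apart, chosen after the data were seen, 505 probe sets had it, and with 1 replicate number left out 78 to 154. In 6 of 100 splits of the arrays (the real one included) as many as 174 had it (highest other 3386). Of the 174 themselves, 173 rest on the calls of 48 h, a count that 1 of 100 splits reached (highest other 74).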

Group 4 contained transcripts that were suppressed at 24 and 48 h (clusters 7 and 11). 

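In the vehicle cultures, interferon-induced genes rose between 6 and 48 h, and at 48 h they were far lower with 1,25(OH)2D. IFI44L and MX1 are interferon-induced proteins, the latter an antiviral GTPase, PSMB9 is a subunit of the immunoproteasome, and KRT15 is a keratin of basal cells. In vehicle the change from 6 to 48 h was 3.15 (adjusted p = 2.63e-05) for IFI44L, 1.60 (adjusted p = 2.17e-05) for MX1, 1.12 (adjusted p = 0.0294) for PSMB9 and 1.99 (adjusted p = 2.08e-05) for KRT15 (log2). With 1,25(OH)2D at 48 h the log2 fold changes from limma were -3.88 (standard error 0.078, adjusted p = 4.73e-07), -3.85 (standard error 0.10, adjusted p = 9.39e-07), -1.94 (standard error 0.18, adjusted p = 5.68e-04) and -1.92 (standard error 0.13, adjusted p = 9.35e-05) for IFI44L, MX1, PSMB9 and KRT15. A prevented rise held for 311 probe sets and 171 genes, and a prevented fall, its mirror, for 150 probe sets and 90 genes. With 1 replicate number left out these were 89 to 216 and 26 to 129 probe sets, and 2 of 100 splits of the arrays (the real one included) gave as many of each (highest others 329 and 174). Between 6 and 48 h, 3819 probe sets changed in vehicle, 1897 up and 1922 down.
The vehicle arrays of 48 h enter both parts of this pattern, so chance error links them. If the 2 lists were independent, 107 probe sets would have a prevented rise and 77 a prevented fall. When the 4 vehicle arrays of 48 h were divided into separate pairs for the 2 parts, in each of 6 ways, 57 to 72 probe sets had a prevented rise (6 to 11 if independent) and 14 to 19 a prevented fall (6 to 10 if independent).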

Group 5 contained transcripts whose normal up-regulation over time was prevented by vitamin D (cluster 3).

**Figure 2:**
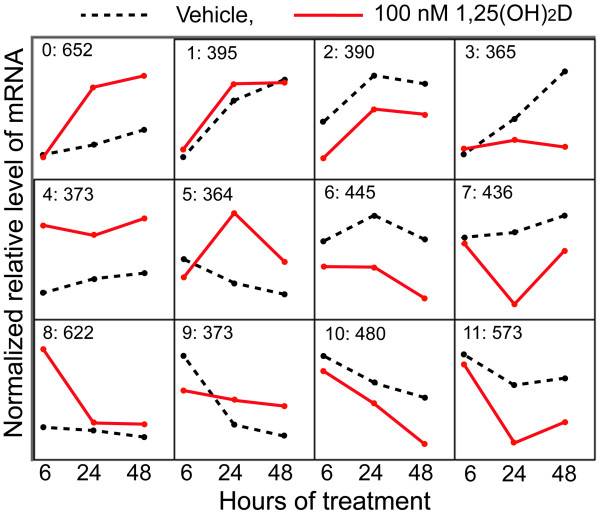
**Self-organizing map analysis of transcripts significantly differentially expressed after 1,25(OH)_2_D treatment in RWPE1 cells**. Transcripts that were found to be significantly differentially expressed (FDR<5%) in at least one time point by 1,25(OH)_2_D treatment (n = 5435) were clustered into 12 groups using self organizing map. The X-axis for each cluster represents hours after treatment (6, 24 and 48 h). The Y-axis for each cluster represents normalized relative level of mRNA expression (in arbitrary units). The number of genes within each cluster in listed at the top, along with the cluster number.

### Functional analysis of differentially regulated transcripts

#### Gene Set Analysis (GSA)

Between 6 and 48 h the total number of significantly enriched genesets (curated, motif, and cancer computational) was increased and the proportion of motif and curated genesets that were up-regulated fell (Table 3). In contrast, at 6 h none of the cancer computational genesets were up-regulated but 12 of these genesets were induced at later time points. The lists of the curated, motif, and cancer computational genesets significantly regulated in the GSA analysis are available in Additional files 2, 3 and 4.

**Table 3:** Number of genesets that were significantly altered in GSA analysis of microarray data from 1,25(OH)_2_D treated RWPE1 cells (FDR<5%).

	6 h			24 h			48 h		
Geneset*	c2	c3	c4	c2	c3	c4	c2	c3	c4
**Induced**	69	20	0	49	16	12	47	26	17
**Suppressed**	57	21	16	43	12	20	94	29	25
**Total**	126	41	16	92	28	32	141	55	42

* c2: curated; c3: motif; c4: cancer computational

Genesets that were significantly changed at each time point were grouped according to related function (Table 4). As expected, the motif genesets representing genes containing the classic DR3-type VDRE were significantly enriched by 1,25(OH)_2_D at all three time points. 

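Genes already known to answer the vitamin D receptor rose at 6 h as a group. CYP24A1 and CD14 lead them. The receptor's own transcript, VDR, fell at 6 and 48 h, and so did that of its co-activator NCOA2 at 48 h. The sets of genes chosen by a promoter motif are not analysed here, and a list of 22 measured target genes stands in their place. Of these, 11 rose at 6 h (13 up and 1 down when adjusted over the list alone). At 24 h 5 rose and 1 fell (6 and 3 over the list alone), and at 48 h 11 rose and 1 fell (11 and 2). The median log2 fold change was 0.78 at 6 h, 0.18 at 24 h and 0.30 at 48 h. By limma VDR changed by -0.90 (adjusted p = 6.67e-04) at 6 h and -0.53 (adjusted p = 0.0142) at 48 h, and NCOA2 by -0.45 (adjusted p = 0.0305) at 48 h.
Camera compares the changes of a list with those of all other genes. For the target genes its adjusted p was 1.46e-21 at 6 h, 0.0281 at 24 h and 1.13e-05 at 48 h, with an inter-gene correlation preset at 0.01. With an estimated correlation it was 0.00447, 0.282 and 0.0529. Of all 44 lists at 3 time points, the calls that held with an estimated correlation were this list and the immediate early genes at 6 h and the interferon-stimulated genes at 48 h. Without the 4 arrays that stand apart, chosen after the data were seen, the p at 24 h was 0.181. In the list of 9 genes of vitamin D metabolism and its receptor, 1 rose and 1 fell at 6 h (1 and 3 when adjusted over the list alone). Camera gave no call for it at any time (adjusted p = 0.755, 0.952 and 0.952). Its median at 6 h was 0.028, its mean 0.92, and camera's direction was down.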

Two other genesets were induced at all three time points: "induced during differentiation" (from c2, curated) and "suppressed by JNK". 

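JNK is a stress-activated kinase, and the set of genes it suppresses moved in both directions at 48 h. The sets named here are those of Table 4 whose members could be looked up in full. The study picked them on these samples, so their p-values are not independent evidence. Of 19 measured genes that JNK suppresses, 3 rose and 1 fell at 6 h (4 and 2 when adjusted over the list alone) and 4 rose and 5 fell at 48 h (4 and 7 when adjusted over the list alone). Camera's adjusted p was 0.0568, 0.736 and 0.986 at 6, 24 and 48 h. By fry, which asks whether a set's genes move one way on balance, it was 5.40e-05, 0.00609 and 0.0605.
The 3 sets of genes induced during differentiation are receptors of myeloid cells, the ETS pathway and genes of preadipocytes. By camera the adjusted p for them at 6, 24 and 48 h was 0.489, 0.458 and 0.540 for the myeloid receptors (15 genes), 0.736, 0.358 and 0.986 for the ETS pathway (16 genes), and 0.545, 0.760 and 0.602 for the preadipocyte genes (11 genes). MTSS1, which links membranes to actin, rose at 6 and 48 h (2.27, adjusted p = 2.41e-04 and 1.88, adjusted p = 4.65e-05 from limma).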

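Table 4 holds sets of genes that VEGF induces in endothelial cells, and 4 of them were tested here. By camera, 2 of the 4 were lower with 1,25(OH)2D at a later time. Of these sets 3 come from one microvascular cell line, for genes that rise 3, 6 or 12 h after VEGF, and 1 from umbilical vein cells after 30 min. In the set of 12 h (20 measured genes), 3 fell at 24 h (6 when adjusted over the list alone) and 1 rose and 9 fell at 48 h (2 and 10 when adjusted over the list alone), and camera's adjusted p was 7.21e-04 at 24 h and 0.00366 at 48 h (adjusted p = 0.0767 with an estimated correlation at 24 h and adjusted p = 0.198 with an estimated correlation at 48 h). In the set of 6 h (31 genes), 1 rose and 10 fell at 48 h (2 and 10 when adjusted over the list alone), with camera's adjusted p = 0.0121 and adjusted p = 0.110 with an estimated correlation. At 6 h after 1,25(OH)2D none of the sets passed camera's threshold (adjusted p = 0.496, 0.556 and 0.647 for the sets of 3, 6 and 12 h, and 0.736 for that of 30 min). At 24 and 48 h camera gave no call for the set of 3 h (0.0862 and 0.101) or that of 30 min (0.895 and 0.877), and none at 24 h for the set of 6 h (0.0641). Fry's adjusted p at 6 h was 5.14e-04, 0.441, 0.0105 and 0.381 for the sets of 3, 6 and 12 h and 30 min. The mean log2 fold change at 6 h was -0.0693 in the set of 3 h and 0.174 in that of 12 h. At 24 and 48 h fry gave 7.34e-04 and 0.00151 for the set of 3 h. For that of 30 min it gave 0.717 and 0.00167, and for that of 6 h 0.00997 at 24 h.
The cytokine sets of Table 4 are small, with 5 to 10 measured genes. Camera passed its threshold in 1 of the 6, a cytokine signal in osteoclasts, at 48 h (0.0158, adjusted p = 0.286 with an estimated correlation), where 3 fell at 48 h (3 when adjusted over the list alone). The other cytokine sets gave 0.151, 0.622, 0.169, 0.904 and 0.895 at 48 h. IL6, an inflammatory cytokine, fell at 6 and 48 h with log2 fold changes of -1.44 (standard error 0.15, adjusted p = 0.00174) and -1.06 (standard error 0.22, adjusted p = 0.0219) from limma, and was -0.92 (adjusted p = 0.353) at 24 h.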

Genesets suppressed at all time points were for VEGF target genes (i.e. suggesting an anti-angiogenic profile) and cytokine pathways (i.e. an anti-inflammatory profile). Genesets altered by 1,25(OH)_2_D treatment at 6 h only include one induced for "p53 and BRCA1 target genes", suggesting an early pro-apoptosis programming, and suppression of genesets containing WNT-, Notch-, and IGF1- target genes, suggesting the disruption of signals that promote cell proliferation. 

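At 6 h p53 targets went both ways. TNFRSF10B, a death receptor, rose and PLK2, a kinase of stress responses, fell. For p53 and BRCA1 targets, Table 4 lists a p53 set (15 measured genes) and a BRCA1 set. The BRCA1 set was not tested, since its member list was incomplete. In the p53 set, 4 rose and 1 fell at 6 h (5 and 3 when adjusted over the list alone). Its adjusted p was 0.241 by camera and 0.00900 by fry. By limma the log2 fold changes at 6 h were 0.61 (standard error 0.081, adjusted p = 0.00519) for TNFRSF10B and -0.92 (standard error 0.16, adjusted p = 0.0193) for PLK2. PLK2 fell at 48 h as well (-1.05, adjusted p = 6.17e-04). A list of 25 p53 targets gave 2 up and 1 down at 6 h (3 and 5 over the list alone) and 1 up and 5 down at 48 h (2 and 6), with camera's adjusted p = 0.373 and 0.443. At 24 h camera's adjusted p was 0.300.
The adjusted p from camera at 6 h was 0.118 and 0.475 for the 2 sets of WNT targets (16 and 15 genes), 0.633 for the Notch pathway (5 genes) and 0.633 for genes that IGF1 induces (26 genes). By fry the adjusted p at 6 h was 0.0052, 0.304, 0.669 and 0.0356 for these sets in the same order. The mean log2 fold change at 6 h was -0.168 in the first WNT set and -0.081 in the IGF1 set. At 24 h camera's adjusted p was 0.0144 for the second set of WNT targets (adjusted p = 0.134 with an estimated correlation). For the Notch pathway it was 0.00828 then (adjusted p = 0.159 with an estimated correlation). The set of Notch target genes that Table 4 lists at 6 h was not tested, since its member list was incomplete. In a list of 19 genes of the IGF axis, 2 rose at 6 h (3 when adjusted over the list alone), 1 rose and 1 fell at 24 h (2 and 1 when adjusted over the list alone) and 3 rose and 2 fell at 48 h (4 and 3 when adjusted over the list alone). Its camera adjusted p was 0.0420 at 6 h (adjusted p = 0.206 with an estimated correlation, and 0.245 without the 4 arrays that stand apart), 0.592 at 24 h and 0.277 at 48 h. FOXO1, a transcription factor that insulin signaling restrains, rose at 6 h (1.05, adjusted p = 0.0231). At 48 h IGFBP2 rose (1.02, adjusted p = 1.00e-04) and IGFBP4 fell (-1.05, adjusted p = 0.00818), both carriers of insulin-like growth factors.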

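Genes that p21 switches off were lower with 1,25(OH)2D at the later times, while the set of cyclins and their kinases gave no call. Cyclins drive the cell cycle and p21 inhibits their kinases. In the set of genes that p21 and p53 lower (11 measured genes), 1 fell at 24 h (3 when adjusted over the list alone) and 4 fell at 48 h (6 when adjusted over the list alone). In camera the adjusted p was 5.49e-06 at 24 h and 4.63e-04 at 48 h (adjusted p = 0.276 with an estimated correlation at 24 h and adjusted p = 0.120 with an estimated correlation at 48 h). For the genes that p21 lowers early (11 genes) it was 0.0159 at 24 h (adjusted p = 0.135 with an estimated correlation) and 0.0939 at 48 h. In the set of cyclins and cell cycle kinases (21 genes), camera's adjusted p was 0.736 at 24 h and 0.221 at 48 h, where 3 rose at 48 h (5 up and 2 down when adjusted over the list alone). Among the genes that rose at 48 h is CCNE1 (cyclin E1), with a log2 fold change of 0.38 (standard error 0.075, adjusted p = 0.0179) from limma. SGPP2, a phosphatase of the sphingolipid signal S1P, had a larger change at 48 h, 3.62 (adjusted p = 1.33e-05), than at 24 h, 1.27 (adjusted p = 0.396). Its effect at 48 h minus that at 24 h was 2.35 (adjusted p = 0.0272).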

The shift to a less proliferative, more differentiated cell was supported by the suppression of genesets at 24 and 48 h that contain transcripts whose protein products promote proliferation and suppress differentiation (e.g. "cyclins", "down-regulated during cell cycle arrest").

**Table 4:** Representative genesets identified with GSA analysis as significantly enriched after 1,25(OH)_2_D treatment of RWPE1 cells (FDR<5%).

	Induced	Suppressed
**6 h**	Vitamin D target genes (c3:465, 796, 797) Induced during differentiation (c2:963, 1219,489) Suppressed by JNK (c2:899) Genes involved in electron transport (c2:455) p53 and BRCA1 target genes (c2:1149, 190) GPC Receptors (c2:1108, 613, 620) NRF2 pathway (c2:108) Induced by SERM (c2:528)	VEGF target genes (c2:1600, 1603, 1604, 1605) Cytokines signaling (IL17, STAT3, STEM, LAIR pathways) (c2:406, 853, 861, 861, 1408, 1391) TNFA target genes (c2:1126, 875) Suppressed during differentiation (c2:40) IGF1 target genes (c2:841) WNT target genes (c2:1632, 1634; c3:162) Notch target genes (c2:1087) GPC Receptors (c2:612, 1033, 618) Suppressed by SERM ( c2:528)
		
**24 h**	Vitamin D target genes (c3:465) Induced during differentiation (c2:1219) Suppressed by JNK (c2:899) Genes involved in electron transport (c2:455, 457) Nitrogen metabolism (c2:1096) ROS modulators (c2:758)	VEGF target genes (c2:1600, 1602, 1604, 1605) Cytokines signaling (c2:1650) Down-regulated by p21 (c2:1141, 1138) Cyclins (c2:288) IGF1 target genes (c2:581) Notch signaling (c2:1102) Notch target genes (c2:1087)
		
**48 h**	Vitamin D target genes (c3:465) Induced during differentiation (c2:963) Suppressed by JNK (c2:899) Nitrogen metabolism (c2:1096)	VEGF target genes (c2:1600, 1602, 1604) Cytokines signaling (c2:1100, 1650) IL6 target genes (c2:220, 918, 862) IFNs target genes (c2:1241, 419, 421, 423, 4306, 623, 625, 155, 412, 835, 831, 832, 824, 825, 826, 829, 830) IFNA and G pathway (c2:837, 838, 1394) TNFA target genes (c2:1308, 1476, 1479) Suppressed during differentiation (c2:40, 812) Down-regulated by p21 (c2:1138) IGF1 target genes (c2:581, 841) Induced by JNK (c2:900)STAT2 and STAT5B target genes (c3:597,765)

The geneset collection number shown in parenthesis is followed by ID numbers of changed genesets (c2-curated genesets, c3- motif genesets, see Additional files 2 and 3).

#### GenMAPP and Metacore Analysis

The total number of local maps, GO terms, or Metacore maps influenced by 1,25(OH)_2_D treatment was increased over time, due to an increase in the number of suppressed maps. The detailed results from our GenMapp analysis of local maps and GO terms are available in Additional files 5 and 6, respectively, while the Metacore results are summarized in Additional file 7. A summary of these analyses are provided for local maps and for GO terms in Table 5 and for Metacore in Table 6.

**Table 5:** GenMAPP analysis of the pathways and biological processes modified by 1,25(OH)_2_D treatment in RWPE1 cells.

MAPP Name	%^1^	Z^2^	P^3^	MAPP Name	%	Z	P
**6 h Local maps (Induced): 24 maps at P < 0.1**				**6 h Local maps (Suppressed): 12 maps at P < 0.1**			
Oxidative Stress	35	5.7	0	Wnt Signaling	11	2.2	0.035
MAPK signaling pathway KEGG	13	3.2	0.002	IL-1 NetPath 13	11	1.8	0.076
2-Tissues-Muscle, Fat and Connective	15	2.4	0.031	Phosphatidylinositol signaling system	8	1.8	0.091
				TGFβ signaling pathway	10	1.8	0.092
**6 h GO Biological process (Induced): 236 maps at P < 0.1**				**6 h GO Biological process (Suppressed): 181 maps at P < 0.1**			
Cell differentiation (30154)	5	2.0	0.062	Cell proliferation (8283)	7	3.6	0
Response to stress (6950)	12	3.2	0	Positive regulation of cell proliferation (8284)	8	1.8	0.072
Apoptosis (8219)	30	2.4	0.013	Anti-apoptosis (6916)	10	3.1	0.007
Regulation of transcription from RNA polymerase II promoter (6357)	10	2.5	0.013	Transcriptional repressor activity (16564)	7	2.1	0.039
Signal transduction (7165)	13	7.9	0	Signal transduction (7165)	5	2.8	0.007
Lipid metabolism (6629)	7	2.1	0.035				
**24 h Local maps (Induced): 19 maps at P < 0.1**				**24 h Local maps (Suppressed): 19 maps at P < 0.1**			
Oxidative Stress	23	3.4	0.005	Delta-Notch NetPath 3	15	4.2	0.001
Sterol biosynthesis	28	3.6	0.003	Focal adhesion KEGG	12	4.0	0.001
Nitrogen metabolism	33	4.2	0.005	Hedgehog NetPath 10	27	4.0	0.011
Glycolysis and Gluconeogenesis	15	2.3	0.036	TGF receptor NetPath 7	10	2.8	0.009
2-Tissues-Muscle, Fat and Connective	26	5.4	0	Androgen-Receptor NetPath 2	10	2.4	0.022
**24 h GO Biological process (Induced): 260 maps at P < 0.1**				**24 h GO Biological process (Suppressed): 294 maps at P < 0.1**			
Lipid metabolism (6629)	9	3.1	0.003	Cell proliferation (8283)	8	3.5	0.001
Cell adhesion (7155)	9	2.4	0.014	Cell motility (6928)	11	4.4	0
Development (7275)	7	2.2	0.032	Immune response (6955)	8	4.5	0
Ion transport (6811)	9	2.8	0.01	Signal transduction (7165)	6	5.4	0
**48 h Local maps (Induced): 24 maps at P < 0.1**				**48 h Local maps (Suppressed): 25 maps at P < 0.1**			
Oxidative Stress	23	2.7	0.013	Inflammatory Response Pathway	60	5.4	0
Glutathione metabolism	22	2.2	0.061	Delta-Notch NetPath 3	22	2.3	0.017
Nitrogen metabolism	47	5.4	0	Focal adhesion KEGG	23	3.8	0
Glycerolipid metabolism	18	3.0	0.006	TGF receptor NetPath 7	23	3.7	0
2-Tissues-Muscle, Fat and Connective	28	5.0	0	Androgen-Receptor NetPath 2	23	2.9	0.003
**48 h GO Biological process (Induced): 242 maps at P < 0.1**				**48 h GO Biological process (Suppressed): 245 maps at P < 0.1**			
Lipid metabolism (6629)	12	5.6	0	Cell proliferation (8283)	19	4.3	0
Steroid metabolism (8202)	15	3.8	0	Extracellular matrix (31012)	28	5.7	0
Cell adhesion (7155)	13	3.2	0.001	Immune response (6955)	26	8.5	0
Cell redox homeostasis (45454)	33	2.6	0.033	Angiogenesis (1525)	36	3.8	0
Ion transport (6811)	12	4.2	0	Signal transduction (7165)	14	3.4	0.005

^1^% = percent in map changed; ^2^Z = Z score; ^3^P = permuted P value

**Table 6:** Metacore analysis of the pathways modified by 1,25(OH)_2_D treatment in RWPE1 cells (p < 0.05).

Metacore Map	p-Value	Genes changed
**6 h induced: **83 maps at p < 0.05		
Apoptosis and survival_NGF activation of NF-kB	2.89E-03	6
Transcription: p53 signaling pathway	2.33E-02	5
Inhibitory action of Lipoxins on pro-inflammatory TNF-alpha signaling	2.33E-02	5
Arachidonic acid production	1.76E-03	6
**6 h suppressed: **28 maps at p < 0.05		
Transcription_NF-kB signaling pathway	2.29E-02	4
Development_WNT signaling pathway. Part 2	1.48E-02	6
Development_Notch signaling pathway	4.17E-02	4
Transcription_Androgen receptor nuclear signaling	3.68E-02	5
**24 h induced: **30 maps at p < 0.05		
Oxidative phosphorylation	5.66E-04	13
Cell adhesion_ECM remodeling	2.02E-02	7
Role of tetraspanins in the integrin-mediated cell adhesion	4.62E-02	6
Prostaglandin 2 biosynthesis and metabolism FM	2.93E-03	5
**24 h suppressed: **84 maps at p < 0.05		
Immune response_IL6 signaling pathway	3.85E-03	10
Immune response_IFN gamma signaling pathway	2.06E-04	9
Cell cycle Nucleocytoplasmic transport of CDK/Cyclins	6.04E-05	7
Cell cycle_Role of APC in cell cycle regulation	7.19E-03	6
**48 h induced: **53 maps at p < 0.05		
Cell cycle_Regulation of G1/S transition (part 2)	6.07E-03	6
Oxidative phosphorylation	2.17E-02	11
Regulation of lipid metabolism_Insulin regulation of fatty acid metabolism	1.37E-02	8
Glycolysis and gluconeogenesis (short map)	3.43E-03	7
Apoptosis and survival_p53-dependent apoptosis	3.54E-02	5
Prostaglandin 2 biosynthesis and metabolism FM	1.27E-03	6
**48 h suppressed: **140 maps at p < 0.05		
Cell cycle_Role of APC in cell cycle regulation	2.92E-04	14
Immune response_Antiviral actions of Interferons	4.07E-05	16
Immune response_PGE2 common pathways	5.22E-04	16
Development_TGF-beta receptor signaling	3.94E-04	15
Development_VEGF-family signaling	1.68E-02	9
Peroxisomal branched chain fatty acid oxidation	3.51E-04	8
**All times induced: **66 maps at p < 0.05		
Cytoskeleton remodeling_Keratin filaments	8.37E-04	13
Development_TGF-beta receptor signaling	8.65E-03	13
Development_VEGF signaling and activation	3.92E-02	10
Cell Adhesion_ECM remodeling	3.94E-02	11
Apoptosis and survival_caspase cascade	6.47E-03	9
**All times suppressed: **155 maps at p < 0.05		
Immune Response_IL-27 signaling pathway	3.14E-04	12
Development_Notch Signaling Pathway	5.70E-04	16
Cell cycle_Regulation of G1/S transition (part 1)	6.25E-07	24
Transcription_Androgen Receptor nuclear signaling	3.38E-03	18
Cell adhesion_Ephrins signaling	8.47E-03	14
Development_VEGF-family signaling	3.86E-02	10

An additional GenMAPP analysis was conducted to determine the functional characteristics of each of the five groups from the cluster analysis (see Additional file 8 and 9). Group 1 (up-regulated early) included transcripts for signal transduction, cell differentiation, response to oxidative stress, and lipid metabolism. 

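The early rise pattern is rich in immediate early genes, the first that a signal switches on. FOSL1, a partner of JUN in AP-1, HBEGF, a ligand of the EGF receptor, and TSLP, a cytokine of epithelia, rose at 6 h. FOSL1 and HBEGF rose at 48 h too, so of these 3 only TSLP has the pattern. IER3, an early gene of growth factor signaling, fell. Log2 fold changes from limma at 6 h were 1.44 (standard error 0.16, adjusted p = 0.00252) for FOSL1, 2.90 (standard error 0.15, adjusted p = 3.91e-05) for HBEGF, 1.37 (standard error 0.14, adjusted p = 0.00116) for TSLP and -1.21 (standard error 0.16, adjusted p = 0.00476) for IER3. Of the immediate early genes, the early rise pattern holds 5 of 24 measured genes, where 0.230 would be expected from the share of all genes. It also holds 3 of 29 measured genes, with 0.278 expected, for cytokine and toll-like receptors, and 2 of 22 measured genes, with 0.211 expected, for VEGF and angiogenesis. Of lipid transport and oxidation it holds 1 of 24 measured genes, with 0.230 expected. No member of the mitosis list has it.
In the whole list of 24 immediate early genes, 9 rose and 2 fell at 6 h (12 and 4 when adjusted over the list alone), with camera's adjusted p = 6.89e-07 and adjusted p = 0.0394 with an estimated correlation. At 24 h 0 rose and 1 fell (1 and 1 over the list alone; limma gave 3 higher and 2 lower at an unadjusted p under 0.05), and at 48 h 4 rose and 3 fell (6 and 4). Camera gave no call then (adjusted p = 0.614 and 0.592).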

Group 2 (down-regulated early) contained transcripts for cell proliferation, Wnt and Notch signaling, cell-cell signaling (and cell adhesion), angiogenesis, and the immune/inflammatory response. 

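Early falls include a feedback inhibitor of MAP kinases (DUSP5), ligands of the Wnt and Notch pathways and the ephrin EFNB2, which guides vessels. DUSP5 and DUSP6 are phosphatases that switch off ERK, and WNT7A is a Wnt ligand. DUSP6 fell at 6 h, but it does not have the pattern, since the test of its effect at 48 h against that at 6 h gave no call. IL27RA is the receptor of interleukin 27. By limma, log2 fold changes at 6 h were -0.95 (standard error 0.14, adjusted p = 0.00805) for DUSP5, -1.34 (standard error 0.27, adjusted p = 0.0417) for DUSP6, -1.34 (standard error 0.18, adjusted p = 0.00515) for WNT7A, -1.39 (standard error 0.15, adjusted p = 0.00212) for EFNB2 and -0.57 (standard error 0.10, adjusted p = 0.0174) for IL27RA. In the EGF and MAPK list the early fall pattern holds 2 of 30 measured genes, where 0.105 would be expected from the share of all genes. For the other lists it holds 1 of 28 measured genes of the Notch pathway, 1 of 30 of the Wnt pathway and 1 of 22 of VEGF and angiogenesis. It holds no gene of the mitosis and apoptosis lists. The whole EGF and MAPK list went both ways: 3 rose and 4 fell at 6 h (3 and 6 when adjusted over the list alone), 1 rose and 1 fell at 24 h (1 and 1 when adjusted over the list alone) and 3 rose at 48 h (3 when adjusted over the list alone). Camera's adjusted p was 0.592, 0.630 and 0.0713, and at 48 h limma gave 6 higher and 2 lower at an unadjusted p under 0.05.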

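Late rises include enzymes of carbon dioxide and nitrogen metabolism and 1 of glycolysis. CA2 and CA12 are carbonic anhydrases, zinc enzymes that hydrate carbon dioxide, and HK2 (hexokinase 2) starts glycolysis. GLUL (glutamine synthetase) fell at 6 h and rose slightly at 48 h. By limma the log2 fold changes at 48 h were 2.01 (standard error 0.10, adjusted p = 2.11e-05) for CA2, 1.00 (standard error 0.16, adjusted p = 0.00859) for CA12 and 0.85 (standard error 0.19, adjusted p = 0.0301) for HK2. GLUL changed by -0.83 (adjusted p = 0.00877) at 6 h and 0.15 (adjusted p = 0.0438) at 48 h. Of the urea cycle and nitrogen metabolism, the late rise pattern holds 4 of 17 measured genes, where 0.113 would be expected from the share of all genes. Of squamous differentiation it holds 3 of 32 measured genes, with 0.213 expected. Of glycolysis and the pentose phosphate pathway it holds 1 of 29, with 0.193 expected.
In the whole list of 17 nitrogen genes, 5 rose and 2 fell at 48 h (6 and 2 when adjusted over the list alone), and ARG2 (arginase 2) fell (-0.94, adjusted p = 5.42e-04). By camera the adjusted p was 0.275, 0.235 and 0.200 at 6, 24 and 48 h. In glycolysis and the pentose phosphate pathway (29 genes), 4 rose at 48 h (7 up and 1 down when adjusted over the list alone); limma gave 11 higher and 1 lower at an unadjusted p under 0.05. The adjusted p from camera was 0.813 at 6 h, 0.0422 at 24 h (0.0208 without the 4 arrays that stand apart, adjusted p = 0.599 with an estimated correlation) and 0.00579 at 48 h (adjusted p = 0.168 with an estimated correlation).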

Group 3 (up-regulated late) included transcripts for cellular metabolism, transition metal binding, and cell redox homeostasis. 

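Of the lists looked at, that of interferon-stimulated genes holds the most late falls. Those of mitosis and EGF signaling hold 0. PARP9 is an interferon-induced ADP-ribosyltransferase, CASP1 the protease that activates interleukin 1, and CCN2 a matrix protein that TGF-beta induces. Their log2 fold changes from limma at 48 h were -2.60 (standard error 0.090, adjusted p = 4.07e-06) for PARP9, -0.90 (standard error 0.087, adjusted p = 6.76e-04) for CASP1 and -1.47 (standard error 0.13, adjusted p = 5.36e-04) for CCN2. Of interferon-stimulated genes the late fall pattern holds 24 of 52 measured genes, where 0.468 would be expected from the share of all genes. Of antigen presentation it holds 3 of 17 measured genes, and of cytokines and chemokines 3 of 23. By the rule's test it holds 0 of 52 measured genes of mitosis, where 0.468 would be expected, and 0 of 30 of EGF and MAPK signaling, where 0.270 would be. The rule needs an effect at 24 or 48 h that differs from that at 6 h past limma's threshold.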

Group 4 (down-regulated late) contains the largest number of functional groups related to cell proliferation and also contained maps for the EGFR signaling pathway and sphingolipid metabolism. Group 5 (prevention of up-regulation) reflects transcripts regulating a defense/inflammatory response and anti-apoptotic signaling.

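Genes whose rise in vehicle 1,25(OH)2D prevented include many of the interferon response and of antigen presentation. IRF7, which switches on interferon genes, and IL1RN, which blocks the interleukin 1 receptor, have the pattern. ERAP2, which trims peptides for MHC class I, fell at 48 h without it. Limma's log2 fold changes at 48 h were -0.92 (standard error 0.060, adjusted p = 9.62e-05) for ERAP2, -1.76 (standard error 0.15, adjusted p = 3.29e-04) for IRF7 and -0.57 (standard error 0.093, adjusted p = 0.00845) for IL1RN. In vehicle IRF7 changed by 1.39 (adjusted p = 0.00121) and IL1RN by 0.76 (adjusted p = 0.00793) from 6 to 48 h. The pattern holds 25 of 52 measured genes, where 0.741 would be expected from the share of all genes, for interferon-stimulated genes, and 7 of 17 measured genes, with 0.242 expected, for antigen presentation. It holds 5 of 37 genes of interferon and JAK-STAT signaling and 4 of 23 cytokines and chemokines. Of 32 measured genes of apoptosis it holds 0, where 0.456 would be expected.
Over the whole list of antigen presentation (17 genes), 11 fell at 48 h (14 when adjusted over the list alone); limma gave 0 higher and 14 lower at an unadjusted p under 0.05. In camera the adjusted p was 0.827, 0.0202 and 1.91e-09 at 6, 24 and 48 h. Without the 4 arrays that stand apart it was 0.509 at 24 h, and with an estimated correlation 0.568 at 24 h and 0.0767 at 48 h.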

We also looked at the functional categories that were regulated by 1,25(OH)_2_D treatment at each time point. The most prominent functional groups/maps induced at 6 h were for cell differentiation, apoptosis, lipid metabolism, and markers of the response to oxidative stress. 

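At 6 h genes of squamous differentiation rose, and those of apoptosis and lipid transport showed no shared direction. PADI3 modifies keratins and filaggrin in hair and skin, CGN (cingulin) seals tight junctions, and GATA2 is a transcription factor of luminal prostate cells. Log2 fold changes from limma at 6 h were 4.37 (standard error 0.20, adjusted p = 2.22e-05) for PADI3, 2.62 (standard error 0.22, adjusted p = 5.03e-04) for CGN and 1.99 (standard error 0.30, adjusted p = 0.0105) for GATA2. PADI3 rose at 24 and 48 h as well (3.58 and 3.24). In the list of 32 genes of squamous and epithelial differentiation, 7 rose at 6 h (10 up and 2 down when adjusted over the list alone), with camera's adjusted p = 0.00470 and adjusted p = 0.286 with an estimated correlation. Their median was -0.0086 and their mean 0.47, so the rise belongs to a part of the list. In the apoptosis list (32 genes), 1 rose at 6 h (1 when adjusted over the list alone), with camera's adjusted p = 0.452, and 0.952 at 24 h. At 48 h 1 rose and 2 fell (1 and 2 when adjusted over the list alone), with camera's adjusted p = 0.745. The changes at 48 h were 0.62 (adjusted p = 0.00548) for BCL2L11 (BIM) and -0.47 (adjusted p = 0.0486) for PMAIP1 (NOXA), both of which promote apoptosis. In lipid transport and oxidation (24 genes), 1 rose and 1 fell at 6 h (2 and 1 when adjusted over the list alone), with camera's adjusted p = 0.422. INSIG2, which holds back sterol synthesis, rose (1.16, adjusted p = 0.0171).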

The GO process for lipid metabolism, the local map for tissue-muscle, fat, and connective (which contains general markers of cell differentiation), and maps for oxidative stress (i.e. the local map for oxidative stress and glutathione metabolism, the GO process of cell redox homeostasis) were induced at 6 h and at later time points. Similarly, Metacore maps related to apoptosis, keratins, and "cell adhesion through extracellular modeling" were up-regulated when all time points were evaluated together.

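At 48 h enzymes of sterol and fatty acid synthesis rose on balance, and genes of lipid transport went both ways. TM7SF2 is a sterol reductase, ELOVL7 lengthens fatty acids and SCD5 desaturates them. FABP5 carries fatty acids and ACSL1 activates them. From limma, log2 fold changes at 48 h were 1.31 (standard error 0.21, adjusted p = 0.00749) for TM7SF2, 0.86 (standard error 0.12, adjusted p = 0.00477) for ELOVL7, -0.76 (standard error 0.12, adjusted p = 0.00748) for SCD5, 0.81 (adjusted p = 0.00317) for FABP5 and 0.66 (adjusted p = 0.00195) for ACSL1. Among 33 genes of sterol and fatty acid synthesis, 1 rose at 6 h (1 when adjusted over the list alone) and 5 rose and 1 fell at 48 h (7 and 1 when adjusted over the list alone), and camera's adjusted p was 0.193, 0.139 and 0.0106 at 6, 24 and 48 h (adjusted p = 0.287 with an estimated correlation at 48 h). Of lipid transport and oxidation, 5 rose and 5 fell at 48 h (5 and 8 when adjusted over the list alone), and camera's adjusted p was 0.952 at 24 h and 0.500 at 48 h.
Genes of antioxidant defense were still higher as a list. TXNRD2, the mitochondrial thioredoxin reductase, fell at 48 h (-0.70, adjusted p = 2.48e-04). Of 45 antioxidant and NRF2 target genes, 3 rose at 24 h (3 when adjusted over the list alone) and 7 rose and 2 fell at 48 h (10 and 3 when adjusted over the list alone). Camera's adjusted p was 2.97e-04 at 24 h (adjusted p = 0.229 with an estimated correlation, and 0.00480 without the 4 arrays that stand apart) and 0.0152 at 48 h (adjusted p = 0.382 with an estimated correlation).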

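Keratins mark the layers of an epithelium. KRT13 and KRT16, of differentiating and stressed squamous cells, rose, while KRT5 and KRT14 of basal cells and KRT8 and KRT18 of luminal cells gave no call. KRT15, another keratin of basal cells, fell at 48 h. By limma KRT16 changed by 1.23 (adjusted p = 0.0459), 1.94 (adjusted p = 0.0211) and 2.04 (adjusted p = 3.51e-04) at 6, 24 and 48 h, KRT13 by 1.80 (adjusted p = 0.0286) at 6 h and 0.88 (adjusted p = 0.0436) at 48 h, and KRT80 by -0.82 (adjusted p = 1.43e-04) at 48 h. At 48 h the changes were 0.013 for KRT5, 0.057 for KRT14, 0.30 for KRT8 and -0.031 for KRT18 (adjusted p from 0.221 to 0.935). In squamous differentiation, 3 rose at 24 h (7 up and 1 down when adjusted over the list alone) and 9 rose and 5 fell at 48 h (12 and 6 when adjusted over the list alone), with camera's adjusted p = 0.00233 at 24 h (0.0470 without the 4 arrays that stand apart, adjusted p = 0.476 with an estimated correlation) and 0.0353 at 48 h (adjusted p = 0.499 with an estimated correlation).
Of 43 matrix and integrin genes, 5 rose at 6 h (5 up and 1 down when adjusted over the list alone), 1 rose and 1 fell at 24 h (1 and 9 when adjusted over the list alone) and 3 rose and 10 fell at 48 h (5 and 11 when adjusted over the list alone). By camera the adjusted p was 0.0152 at 6 h (direction up, adjusted p = 0.568 with an estimated correlation), 1.57e-04 at 24 h (direction down, adjusted p = 0.129 with an estimated correlation) and 0.195 at 48 h. Once the 4 arrays that stand apart are left out, it was 0.560 at 6 h and 0.0198 at 24 h. LOX, which crosslinks collagen, rose at 6 and 48 h (1.94, adjusted p = 0.0404 and 1.09, adjusted p = 7.57e-05). FN1 (fibronectin) fell at 24 and 48 h (-1.0, adjusted p = 0.0282 and -1.12, adjusted p = 0.00200). Among 28 genes of adhesion and junctions, 2 rose and 2 fell at 6 h (3 and 2 when adjusted over the list alone) and 4 rose and 3 fell at 48 h (7 and 7 when adjusted over the list alone), with camera's adjusted p = 0.368, 0.117 and 0.370 at 6, 24 and 48 h. CLDN7 rose (1.24, adjusted p = 1.58e-04) and CLDN1 fell (-0.60, adjusted p = 0.00611) at 48 h, both claudins of tight junctions.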

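Genes of DNA replication were slightly lower at 48 h, and the regulators of the G1 phase gave no shared change. TYMS makes thymidylate, LIG1 joins DNA strands at the replication fork, and E2F1 is a transcription factor of S phase. By limma the log2 fold changes at 48 h were -0.30 (standard error 0.077, adjusted p = 0.0489) for TYMS, -0.29 (standard error 0.058, adjusted p = 0.0197) for LIG1 and 0.27 (standard error 0.058, adjusted p = 0.0240) for E2F1. Of 57 measured genes of DNA replication, 2 rose and 5 fell at 48 h (2 and 6 when adjusted over the list alone), with a median of -0.091 and camera's adjusted p = 0.0334 (adjusted p = 0.229 with an estimated correlation). At 24 h limma called 0 (none when adjusted over the list alone, 2 higher and 3 lower at an unadjusted p under 0.05, and fry's adjusted p = 0.637), with camera's adjusted p = 0.592, and at 6 h camera's adjusted p was 0.813. Of 19 cyclin-dependent kinases, D cyclins and inhibitors, 1 fell at 48 h (2 up and 3 down when adjusted over the list alone), and limma called 0 at 24 h (none when adjusted over the list alone, 0 higher and 2 lower at an unadjusted p under 0.05, and fry's adjusted p = 0.304). The adjusted p from camera for them was 0.755, 0.15 and 0.863 at 6, 24 and 48 h.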

The primary suppressed function that is consistent with a hypothesized role for vitamin D in cancer prevention was cell proliferation. At the later time points a clear reduction in specific functional groups and maps related to "cell cycle regulation" was observed. 

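Genes that separate the chromosomes in mitosis were lower with 1,25(OH)2D at 48 h. NDC80 ties chromosomes to the spindle and TTK is a kinase of the spindle checkpoint. Their log2 fold changes from limma at 48 h were -0.62 (standard error 0.13, adjusted p = 0.0201) for NDC80 and -0.62 (standard error 0.16, adjusted p = 0.0465) for TTK. Of 52 measured genes of mitosis, 16 fell at 48 h (1 up and 30 down when adjusted over the list alone). The median was -0.25 and camera's adjusted p 5.94e-10 (adjusted p = 0.161 with an estimated correlation). At 6 h limma called 0 (none when adjusted over the list alone, 1 higher and 0 lower at an unadjusted p under 0.05, and fry's adjusted p = 0.903), and camera's adjusted p was 0.952.
At 24 h limma called 0 (0 up and 6 down when adjusted over the list alone, 0 higher and 11 lower at an unadjusted p under 0.05, and fry's adjusted p = 0.0104), with a median of -0.43 and camera's adjusted p = 8.46e-14 (adjusted p = 0.168 with an estimated correlation). Without the 4 arrays that stand apart it was 4.75e-11. The mean of the list per array was 10.92 ± 0.27 in vehicle and 10.38 ± 0.36 with 1,25(OH)2D at 24 h, and 10.90 ± 0.06 and 10.64 ± 0.05 at 48 h (log2, SD, n = 4). At 24 h the 2 groups overlapped and at 48 h they did not.

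**Figure D3:**
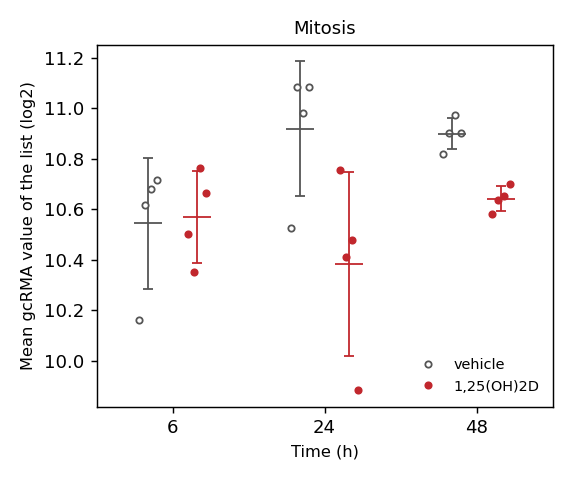
Mean gcRMA value (log2) of 52 genes of mitosis in each array of RWPE1 cells, 4 arrays per group. Open circles are vehicle and filled circles are 1,25(OH)2D; horizontal lines are means and whiskers 1 SD.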

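In the Wnt and Notch pathways single genes changed at 6 h in both directions. TCF7L2, a transcription factor that carries the Wnt signal, rose, and its relative TCF7L1, a repressor, fell. HES1, a target of Notch, rose. By limma the log2 fold changes at 6 h were 1.36 (standard error 0.092, adjusted p = 1.65e-04) for TCF7L2, -0.57 (standard error 0.10, adjusted p = 0.0277) for TCF7L1 and 2.48 (standard error 0.092, adjusted p = 7.05e-06) for HES1. Of 30 components of the Wnt pathway, 1 rose and 3 fell at 6 h (2 and 3 when adjusted over the list alone), 1 rose and 1 fell at 24 h (1 and 3 when adjusted over the list alone) and 2 rose and 5 fell at 48 h (2 and 5 when adjusted over the list alone). In camera the adjusted p was 0.75, 0.0407 and 0.748 at 6, 24 and 48 h. Of 28 genes of the Notch pathway, 1 rose and 2 fell at 6 h (2 and 4 when adjusted over the list alone), 1 fell at 24 h (4 when adjusted over the list alone) and 4 rose and 5 fell at 48 h (4 and 8 when adjusted over the list alone), with camera's adjusted p = 0.500, 0.0662 and 0.615. The call of the Wnt components at 24 h (direction down) did not hold without the 4 arrays that stand apart (adjusted p = 0.260) or with an estimated correlation (0.291). At 48 h PSEN2, a subunit of the protease that releases active Notch, rose (0.94, adjusted p = 0.00533), and its co-activator MAML2 fell (-0.70, adjusted p = 0.0239).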

Consistent with this, the local map and Metacore maps for Wnt signaling were suppressed at 6 h and in the Metacore analysis, Notch signaling maps were significantly suppressed at 6 h and for all time points combined. Several other interesting processes that were down-regulated significantly at later time points include: angiogenesis (i.e. VEGF family signaling), androgen receptor signaling, and various aspects of the cytokine signaling (e.g. in Metacore this was reflected at 24 h as IL-6 and IFN signaling as well as in the combined timepoint analysis as IL-1 and IL-27 signaling).

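Several ligands and receptors of blood vessel growth were lower with 1,25(OH)2D at 48 h, and HIF1A, the oxygen-sensing transcription factor that induces VEGF, was higher. EDN1 (endothelin 1) fell at 6 and 48 h and gave no call at 24 h. By limma HIF1A changed by 0.53 (adjusted p = 6.29e-04) and EDN1 by -1.58 (adjusted p = 6.88e-04) at 48 h. Of 22 measured genes of VEGF signaling and angiogenesis, 2 rose and 6 fell at 6 h (5 and 7 when adjusted over the list alone), limma called 0 at 24 h (0 up and 2 down when adjusted over the list alone, 0 higher and 5 lower at an unadjusted p under 0.05, and fry's adjusted p = 8.12e-04) and 1 rose and 7 fell at 48 h (2 and 9 when adjusted over the list alone). Camera's adjusted p was 0.275, 0.0210 and 0.0202 at 6, 24 and 48 h. At 24 h it was 0.181 without the 4 arrays that stand apart and 0.168 with an estimated correlation, and at 48 h 0.499 with an estimated correlation.
Markers of luminal prostate cells, some of them targets of the androgen receptor, gave 1 rise and 1 fall among 11 measured genes at 48 h (2 and 2 when adjusted over the list alone), with camera's adjusted p = 0.500, 0.111 and 0.468 at 6, 24 and 48 h. KLK3, which encodes PSA, changed by 0.070 (adjusted p = 0.910). CD24, a surface marker of luminal cells, fell at 48 h (-1.19, adjusted p = 2.86e-04).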

## Discussion

Optimal vitamin D status been proposed to prevent prostate carcinogenesis [3] and this anticancer activity is most likely mediated through VDR-dependent changes in the prostate transcriptome [4]. By applying microarray technology to the immortalized but non-tumorigenic human prostate epithelial cell line RWPE1, we have identified a number of mechanisms by which vitamin D may influence the early stages of prostate carcinogenesis. Our data show that 1,25(OH)_2_D influences many pathways relevant to prostate carcinogenesis and they underscore the critical role of this molecule in the maintenance of prostate epithelial development, function, and turnover.

Several studies have shown that 1,25(OH)_2_D treatment causes cell cycle arrest and growth suppression of primary prostate epithelial cell lines or prostate cancer cell lines. While this has been viewed as the major anticancer effect for 1,25(OH)_2_D, the mechanism accounting for this effect is not known with certainty. Liu et al. showed that the cyclin-dependent kinase (CDK) inhibitor p21 was strongly induced by 1,25(OH)_2_D treatment in the monocytic cell line HL-60 and they identified a functional Vitamin D Response Element (VDRE) in the p21 promoter [9]. However, 1,25(OH)_2_D does not increase p21 transcript level in LNCaP cells [18] and our data show that the impact of 1,25(OH)_2_D on p21 mRNA level is modest (1.32-fold at 6 h). 

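CDKN1A encodes p21, which stops the cyclin-dependent kinases of G1 and S phase. Its transcript was abundant in every group and changed little. It was 8.83 ± 0.22 (SD, n = 4) in vehicle and 9.24 ± 0.12 (SD, n = 4) with 1,25(OH)2D at 6 h (log2). The log2 fold changes from limma were 0.42 (standard error 0.13, adjusted p = 0.211) at 6 h, 0.055 (adjusted p = 0.836) at 24 h and 0.044 (adjusted p = 0.779) at 48 h. The change at 6 h, 1.33-fold on the linear scale, passes the threshold without vehicle replicate 1 of 6 h, by SAM, and, in settings chosen after the data were seen, with array weights, with the position on the axis of spread as a covariate and without the 4 arrays that stand apart.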

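WEE1 is a kinase that holds CDK1 inactive and so delays mitosis. Its transcript was higher on average at 6 h, by less than the threshold. In vehicle it was 9.52 ± 0.20 (SD, n = 4) and with 1,25(OH)2D 9.97 ± 0.11 (SD, n = 4, log2). From limma its log2 fold change was 0.46 (standard error 0.12, adjusted p = 0.123) at 6 h (1.37-fold on the linear scale), -0.085 (adjusted p = 0.744) at 24 h and 0.44 (adjusted p = 0.0698) at 48 h. It passes at 6 h by SAM, after a second quantile normalization, and, in settings chosen after the data were seen, with the position on the axis of spread as a covariate and with replicates 1 and 2 set against 3 and 4 as a block.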

Another CDK inhibitor, Wee1, is induced by 1,25(OH)_2_D in cultured keratinocytes leading to G2/M arrest [23] and this is also modestly induced by 1,25(OH)_2_D in RWPE1 cells (1.4-fold at 6 h). 

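GAS6 is a ligand of the growth-promoting AXL receptors and ETS1 a transcription factor of proliferation and invasion. CDK6 is a kinase of the G1 phase, cyclins A and B2 and the phosphatase CDC25C drive entry into mitosis, and CDC27 is part of the complex that ends it. At 48 h GAS6, ETS1, CCNA2 and CDC25C fell, with log2 fold changes from limma of -1.21 (standard error 0.073, adjusted p = 6.81e-05), -0.59 (standard error 0.12, adjusted p = 0.0201), -0.34 (standard error 0.086, adjusted p = 0.0467) and -0.49 (standard error 0.10, adjusted p = 0.0221). At 24 h they were -0.94 (adjusted p = 0.0713), -0.49 (adjusted p = 0.601), -0.38 (adjusted p = 0.430) and -0.25 (adjusted p = 0.593). At 6 h they were -0.071 for GAS6, -0.99 (adjusted p = 0.179) for ETS1, -0.27 for CCNA2 and 0.076 for CDC25C. The test of the effect at 48 h minus that at 6 h gave -1.14 (adjusted p = 2.73e-04) for GAS6, 0.40 (adjusted p = 1.00) for ETS1, -0.064 (adjusted p = 1.00) for CCNA2 and -0.57 (adjusted p = 0.0762) for CDC25C. CDK6 (-1.01, adjusted p = 0.601 and -0.30, adjusted p = 0.206 at 24 and 48 h), CCNB2 (-0.34, adjusted p = 0.232 and -0.18, adjusted p = 0.127) and CDC27 (-0.53, adjusted p = 0.601 and -0.23, adjusted p = 0.205) gave no call. At 48 h CDK6 and CCNB2 pass without 1,25(OH)2D replicate 2. The testis cyclin CCNA1 rose at 48 h (0.60, adjusted p = 0.00611).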

We examined other transcripts related to cell cycle control in our study but most of these were suppressed only at the later time points: e.g. GAS6, ETS1, CDK6, cyclin B2, cyclin A, CDC25C, and CDC27. This suggests that they are not primary effects of 1,25(OH)_2_D action.

In contrast, our microarray data suggest that disruption of Wnt-signaling may be an alternative mechanism for 1,25(OH)_2_D-mediated growth arrest. A number of Wnt pathways and genesets were reduced by 1,25(OH)_2_D treatment by 6 h, e.g. the geneset containing genes with LEF1/TCF4 binding motifs in their promoters that includes classical Wnt target genes like c-myc, cyclin D, PPARδ (see tables 4, 5 and 6). This is consistent with a model developed for colonocytes where VDR directly interacts with β-catenin to disrupt transcriptional events that normally increase cell proliferation [24,25]. 

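MYC and the D cyclins push cells through G1 phase, and PPARD is a nuclear receptor for fatty acids. All are known targets of Wnt signaling. At 6 h none of them passed the threshold. Limma's log2 fold changes were -0.30 (standard error 0.078, adjusted p = 0.115) for MYC, -0.74 (standard error 0.25, adjusted p = 0.296) for CCND1, -0.086 (adjusted p = 0.9997) for CCND2, 0.14 (adjusted p = 0.9997) for CCND3 and -0.023 (adjusted p = 0.9997) for PPARD. At 48 h PPARD fell (-0.63, adjusted p = 0.0326) and the changes of the others were 0.17 (MYC), 0.039 (CCND1), -0.49 (CCND2) and 0.10 (CCND3). Of the alternatives set before the data were seen, MYC passes at 6 h by SAM, with no filter, with an offset of 32 and with limma's trend and robust options, and CCND1 by SAM. LEF1 was below the filter, at 2.65 in vehicle and 2.63 with 1,25(OH)2D at 6 h (log2).
Of 24 measured Wnt target genes, 1 rose and 1 fell at 6 h (1 and 4 when adjusted over the list alone), 1 rose and 1 fell at 24 h (2 and 3 when adjusted over the list alone) and 4 rose and 4 fell at 48 h (4 and 6 when adjusted over the list alone). By camera the adjusted p was 0.271, 0.0134 and 0.500 at 6, 24 and 48 h, and at 24 h 0.260 without the 4 arrays that stand apart and 0.168 with an estimated correlation. DKK1, a secreted Wnt inhibitor that Wnt itself induces, rose at 24 and 48 h (0.99, adjusted p = 0.0332 and 0.79, adjusted p = 0.0214).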

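CDH1 encodes E-cadherin, the adhesion molecule that holds epithelial cells together and binds beta-catenin. The transcript was abundant in vehicle (12.71 ± 0.36, SD, n = 4 at 6 h, log2) and higher on average with 1,25(OH)2D (13.18 ± 0.20, SD, n = 4), by less than the threshold. The log2 fold changes from limma were 0.47 (standard error 0.19, adjusted p = 0.432) at 6 h, -0.19 (adjusted p = 0.601) at 24 h and 0.28 (adjusted p = 0.291) at 48 h. On the linear scale the change at 6 h was 1.37-fold. A second, dimmer probe set of CDH1 gave 0.75 at 6 h (adjusted p = 0.366). The brighter probe set of CDH1 passed at 6 h under none of the alternatives set before the data were seen. Of those chosen afterwards, it passed with the covariate alone (the position of each array on the axis of spread within groups). For the dimmer probe set, which had the larger rise, no result under the alternatives is given.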

1,25(OH)_2_D treatment also induced E-cadherin mRNA 1.7-fold in RWPE1 cells at 6 h. E-cadherin antagonizes Wnt signaling by inducing translocation of β-catenin to the plasma membrane (see figure in Additional file 10 for a summary of the transcript-level changes occurring in Wnt signaling). Disruption of Wnt/β catenin signaling could be a means whereby vitamin D treatment amplifies its impact on biology. In support of this model, network analysis in Metacore identified a gene network with the β catenin/TCF gene target c-myc at its center. This network connects the suppression of c-myc expression to a large number of other transcripts that were differentially expressed by 1,25(OH)_2_D treatment (see Additional file 11). However, while our data shows a consistent, early suppression of Wnt/β-catenin signaling, careful experimental evaluation of this hypothesis in prostate epithelial cells is needed.

Our data also show that transcripts for the Notch ligands, JAG1, JAG2, and DLL1 were suppressed by 1,25(OH)_2_D treatment in RWPE1 cells (each reduced by -2 fold at 6 or 24 h). 

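JAG1, JAG2 and DLL1 are ligands that activate Notch receptors on neighboring cells. JAG1 and JAG2 fell at 6 h and DLL1 fell later. From limma, log2 fold changes were -1.04 (standard error 0.21, adjusted p = 0.0440) for JAG1 and -0.81 (standard error 0.090, adjusted p = 0.00207) for JAG2 at 6 h, and -1.02 (standard error 0.12, adjusted p = 0.0244) and -0.99 (standard error 0.20, adjusted p = 0.0175) for DLL1 at 24 and 48 h. At 48 h JAG1 was -0.30 (adjusted p = 0.0516) and JAG2 -0.22 (adjusted p = 0.410), and at 6 h DLL1 was 0.37 (adjusted p = 0.504). The effect at 48 h minus that at 6 h was 0.74 (adjusted p = 0.258) for JAG1, 0.60 (adjusted p = 0.0343) for JAG2 and -1.36 (adjusted p = 0.00166) for DLL1. As folds on the linear scale, JAG1 was -2.10 and JAG2 -1.76 at 6 h and DLL1 -2.01 at 24 h, where a minus sign marks a lower value with 1,25(OH)2D. NOTCH1 changed by -0.22 at 6 h (adjusted p = 0.880).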

NOTCH1 and JAG1 are proposed as markers of normal prostate stem cells and they are necessary for fate determination of the proliferating stem cell [26]. In addition, expression of JAG1 protein is increased in metastatic prostate cancer [27] and prostate cancer cells suggesting Notch1 and JAG1 mediated signaling may enhance carcinogenesis [26,28]. Collectively, these observations suggest that suppression of Notch or its ligands by 1,25(OH)_2_D could be associated with cancer protection.

In addition to modulating cell grown, vitamin D has been proposed to inhibit the development of the tumor vasculature that is required for the progression of solid tumors [29-32] by suppressing expression of Vascular Endothelial Growth Factor (VEGF) family members, the major pro-angiogenic cytokines in normal prostate epithelial cells [33]. The impact of 1,25(OH)_2_D on VEGF gene regulation has been confusing. In mouse embryo fibroblasts and human vascular smooth muscle cells 1,25(OH)_2_D induces VEGFA expression through a VDRE in its promoter [34], yet 1,25(OH)_2_D can also suppress VEGF-induced vasculogenesis in cultured endothelial cells and in nude mice implanted with MCF-7 breast cancer cells [35]. We found that 1,25(OH)_2_D treatment suppressed VEGFC mRNA levels at all time points (-2.1 to -1.6 fold). 

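VEGFC makes lymph vessels grow, and VEGFA is the main signal for blood vessels. VEGFC fell at 6 and 48 h and VEGFA gave no call. Limma's log2 fold changes were -1.11 (standard error 0.17, adjusted p = 0.0106) at 6 h, -0.31 (standard error 0.13, adjusted p = 0.567) at 24 h and -0.67 (standard error 0.081, adjusted p = 0.00199) at 48 h for VEGFC, and 0.58 (adjusted p = 0.316), -0.50 (adjusted p = 0.601) and 0.11 (adjusted p = 0.675) for VEGFA. VEGFC was 7.59 ± 0.20 (SD, n = 4) in vehicle and 7.28 ± 0.16 (SD, n = 4) with 1,25(OH)2D at 24 h (log2).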

Higher expression of VEGFC occurs after NKX3.1 loss in prostate cancer and is correlated with lymph node metastasis of prostate cancer [36]. 

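KDR, FLT1 and NRP1 are receptors or co-receptors of VEGF. KDR fell at 48 h, NRP1 rose at 6 h and FLT1 gave no call. KDR had log2 fold changes from limma of -0.35 (adjusted p = 0.923) at 6 h, -1.41 (adjusted p = 0.0713) at 24 h and -1.58 (standard error 0.36, adjusted p = 0.0312) at 48 h. NRP1 had 1.43 (standard error 0.30, adjusted p = 0.0488) at 6 h, -0.73 (adjusted p = 0.601) at 24 h and -0.41 (adjusted p = 0.0527) at 48 h, and the effect at 48 h minus that at 6 h was -1.84 (adjusted p = 0.0147). The second probe set of NRP1 had 0.62 at 6 h (adjusted p = 0.0366). Among the alternatives set beforehand, the fall of NRP1 at 48 h passes by SAM, with the stricter filter, after a second quantile normalization and without 1,25(OH)2D replicate 2. FLT1 had -0.0077, 0.20 and 0.062 (adjusted p from 0.601 to 0.9997). In the arrays KDR was dim, with 5.25 ± 0.81 (SD, n = 4) in vehicle and 3.67 ± 0.11 (SD, n = 4) with 1,25(OH)2D at 48 h (log2).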

VEGF promotes angiogenesis by binding to and activating the receptors KDR, FLT1, and NRP1 and we found that 1,25(OH)_2_D significantly suppressed KDR and NRP1 expression. Suppressing the activation of these receptors reduces tumor angiogenesis and promotion in the Dunning cell carcinoma model [37]. Finally, VEGF signaling can be suppressed by competitive binding of semaphorins to NRP1. Semaphorins induce apoptosis, inhibit growth of lung and breast tumor cells [38], and modulate invasion and adhesion of prostate cancer cells [39]. In our study, 1,25(OH)_2_D induced expression of several semaphorin isoforms including SEMA3B, 3F, and 6D (19.4-, 2.5-, and 18-fold, respectively at 6 h). Collectively our array data show that 1,25(OH)_2_D induces an anti-angiogenic transcript profile in RWPE1 cells.

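Semaphorins are guidance signals for axons and vessels, and class 3 semaphorins bind neuropilins. SEMA6D rose at 6 and 48 h, SEMA3F rose at 6 and 48 h, and SEMA3C rose at 48 h. From limma SEMA6D had 4.15 (standard error 0.18, adjusted p = 1.81e-05) at 6 h, 0.44 (adjusted p = 0.601) at 24 h and 1.61 (adjusted p = 0.00529) at 48 h (18.1-fold on the linear scale at 6 h). SEMA3F had 1.10 (standard error 0.084, adjusted p = 2.91e-04), 0.24 (adjusted p = 0.476) and 0.47 (adjusted p = 0.00200) at 6, 24 and 48 h. SEMA3C had 0.93 (adjusted p = 3.35e-04) at 48 h. Of 19 measured semaphorins and plexins, 5 rose at 6 h (5 up and 1 down when adjusted over the list alone) and 4 rose at 48 h (5 up and 1 down when adjusted over the list alone). The adjusted p from camera was 0.00122, 0.592 and 0.0307 at 6, 24 and 48 h (adjusted p = 0.139 with an estimated correlation at 6 h and adjusted p = 0.461 with an estimated correlation at 48 h). At 6 h the median was 0.0031 and the mean 0.44, so a few genes carry the rise.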

While our discussion has focused on the modulation of classical anti-cancer effects, our array analysis also revealed other potential mechanisms for vitamin D mediated cancer prevention. For example, oxidative stress-induced damage of DNA and other cellular components are implicated in cancer [40]. These effects can be prevented by induction of antioxidant defense or DNA repair mechanisms that subsequently reduce the biological impact of reactive oxygen species. 

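TXNRD1 keeps thioredoxin reduced, and GADD45A takes part in DNA repair and growth arrest after damage. Both rose at 6 and 48 h. Log2 fold changes from limma were 2.80 (standard error 0.21, adjusted p = 2.72e-04) at 6 h and 0.61 (standard error 0.15, adjusted p = 0.0370) at 48 h for TXNRD1, and 1.09 (standard error 0.18, adjusted p = 0.0180) and 0.47 (standard error 0.059, adjusted p = 0.00230) for GADD45A. At 24 h they were 0.035 (adjusted p = 0.961) and 0.21 (adjusted p = 0.718). As a list, the genes of DNA damage and repair were slightly lower at 48 h. Of 40 measured, 1 rose at 6 h (1 when adjusted over the list alone) and 3 rose and 7 fell at 48 h (4 and 9 when adjusted over the list alone), and camera's adjusted p was 0.745, 0.165 and 0.0456 at 6, 24 and 48 h (adjusted p = 0.175 with an estimated correlation at 48 h). Without the 4 arrays that stand apart, none of which is from 48 h, camera's adjusted p at 48 h was 0.0577. MRE11, which senses and trims double-strand breaks, fell at 48 h (-0.69, adjusted p = 0.00182), and RAD9A, a clamp of the damage checkpoint, rose (0.47, adjusted p = 0.0275).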

In our study 1,25(OH)_2_D influenced the expression of genes related to these events (see figure in Additional file 12) and our observations are consistent with a previous microarray study in SCC25 cells that showed EB1089-regulated induction of transcripts whose gene products are involved in antioxidant (e.g. thioredoxin reductase 1, TXNRD1) and DNA repair processes (e.g. GADD45α) [16]. There is some evidence that 1,25(OH)_2_D directly regulates transcripts controlling these functions. Glucose-6-phosphate dehydrogenase (G6PD) is an enzyme involved in maintaining cellular glutathione levels and its mRNA was significantly induced at all time points following 1,25(OH)_2_D treatment in RWPE1 cells (3.4-6.8 fold). Recently, Bao et al. [41] showed that G6PD expression is controlled by 1,25(OH)_2_D in prostate epithelial cells through a VDRE located in the first intron of the gene and that the induction of G6PD by 1,25(OH)_2_D protected RWPE1 cells against H_2_O_2_-induced apoptosis. It is also possible that vitamin D-mediated protection from pro-oxidant stress is indirect due to the induction of nuclear factor (erythroid-derived 2)-like 2 (NFE2L2), a transcription factor that controls expression of genes for many antioxidant enzyme systems [42]. 

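NFE2L2 encodes NRF2, the transcription factor that switches on antioxidant genes. Its transcript rose at 6 h and gave no call later. In vehicle at 6 h it was 10.53 ± 0.37 (SD, n = 4) and with 1,25(OH)2D 11.95 ± 0.33 (SD, n = 4, log2). The log2 fold changes from limma were 1.42 (standard error 0.22, adjusted p = 0.0126) at 6 h, -0.43 (adjusted p = 0.604) at 24 h and 0.094 (adjusted p = 0.406) at 48 h. The test of the effect at 48 h minus that at 6 h gave -1.32 (adjusted p = 0.0869).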

NFE2L2 expression is down-regulated in prostate cancer and suppression of NFE2L2 promotes prostate tumor development in TRAMP mice [43]. Consistent with a role for NFE2L2 in vitamin D-mediated cancer prevention, a number of NFE2L2 target genes were increased in RWPE1 cells after 1,25(OH)_2_D treatment, e.g. GPX3, HMOX1, AKR1C2, and TXNRD1.

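Targets of NRF2 passed the threshold at different times, but for GPX3 no test of a difference between times passed. AKR1C2 reduces steroids and aldehydes and rose at every time point. GPX3, a secreted glutathione peroxidase, rose at 48 h. From limma AKR1C2 had 2.26 (adjusted p = 0.00105), 3.83 (adjusted p = 0.00220) and 3.32 (adjusted p = 9.39e-07) at 6, 24 and 48 h. GPX3 had 0.51 (adjusted p = 0.242), 1.07 (adjusted p = 0.389) and 0.89 (adjusted p = 0.00101). HMOX1 (heme oxygenase 1) was below the filter, at 1.98 ± 0.038 in vehicle and 2.77 ± 0.57 with 1,25(OH)2D at 6 h (log2, SD, n = 4). Of 45 measured antioxidant and NRF2 target genes, 8 rose at 6 h (9 when adjusted over the list alone) with camera's adjusted p = 2.52e-07 and adjusted p = 0.230 with an estimated correlation. The NRF2 pathway was also the 1 set of Table 4 that passed camera's threshold at 6 h: of 9 measured genes, 4 rose at 6 h (4 when adjusted over the list alone), with camera's adjusted p = 1.10e-05 (adjusted p = 0.0450 with an estimated correlation).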

Several studies have shown that vitamin D is anti-inflammatory and our data are consistent with these findings. In the immune system 1,25(OH)_2_D promotes immunotolerance and immunosuppression by altering the differentiation and function of tolerogenic dendritic cells [44], suppressing NFkB signaling necessary for T helper cell activation [45], and increasing the activity of regulatory T cells necessary for immunosuppression [46]. These actions would be expected to protect tissues from pro-inflammatory stresses that cause prostatitis [47] and promote prostate carcinogenesis [48]. However, many cells outside of the traditional immune system have the capacity to respond to and produce immuno-modulatory factors and we found that in RWPE1 cells vitamin D-treatment regulated a large number of transcripts for proteins controlling immune function. 

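Among the genes with the largest rises, CD14 came after CYP24A1 at 6 h and at 24 h, and after CYP24A1 and UCA1 at 48 h. In vehicle CD14 was near the lowest value that the filter kept, 3.205 (log2), so these folds start close to the background. CD14 presents lipopolysaccharide to TLR4, the receptor that signals. TLR4 itself was near the bottom of the scale, at 3.30 ± 0.15 (SD, n = 4) in vehicle and 3.25 ± 0.090 (SD, n = 4) with 1,25(OH)2D at 6 h (log2). Its log2 fold changes from limma were -0.048 (adjusted p = 0.9997), 0.069 (adjusted p = 0.620) and -0.0042 (adjusted p = 0.983) at 6, 24 and 48 h. UCA1 rose at 6 and 48 h as well (3.48, adjusted p = 4.14e-04 and 5.16, adjusted p = 4.73e-07).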

In fact, induction of CD14 was one of the most strongly 1,25(OH)_2_D up-regulated transcripts in RWPE1 cells. Prostate epithelial cells are thought to be early sensors of infection and CD14 and toll-like receptor 4 (TLR4) production in these cells contributes to protection from Chlamydia infection [49]. While a role for vitamin D-induced CD14 or TLR4 induction in the regulation of prostate infection/inflammation has not been studied directly, others have identified CD14 as crucial factor for vitamin D induced expression of the antimicrobial peptide cathelicidin in human keratinocytes [50].

Another point where vitamin D may inhibit inflammatory processes is through suppression of cytokine signaling and production. Consistent with this, we found that 1,25(OH)_2_D suppressed several components of JAK-STAT signaling in RWPE1 cells including JAK1, STAT1, n-myc and STAT interactor (NMI), STAT2, and STAT3. 

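JAK1 and STAT3 relay the signals of cytokine receptors, NMI binds STAT proteins and strengthens their effect, and IRF9 completes the complex that switches on interferon-induced genes. NMI and IRF9 fell at 48 h, and JAK1 and STAT3 were lower by less than the threshold. At 48 h the log2 fold changes from limma were -1.03 (standard error 0.093, adjusted p = 4.91e-04) for NMI, -2.00 (standard error 0.11, adjusted p = 3.58e-05) for IRF9, -0.34 (standard error 0.12, adjusted p = 0.139) for JAK1 and -0.40 (standard error 0.11, adjusted p = 0.0675) for STAT3. At 24 h they were -1.04, -0.80, -0.34 and -0.25 for NMI, IRF9, JAK1 and STAT3, none past the threshold. JAK1 has 2 other, dimmer probe sets, of which 1 fell at 48 h (-0.56, adjusted p = 0.0183) and 1 gave no call (-0.39, adjusted p = 0.155). At 48 h, of the alternatives set beforehand, JAK1 and STAT3 both pass without 1,25(OH)2D replicate 2, and STAT3 also by SAM, with the stricter filter and with all 24 arrays in one fit.
Of 37 measured genes of interferon and JAK-STAT signaling, 1 rose and 1 fell at 6 h (1 and 1 when adjusted over the list alone), limma called 0 at 24 h (none when adjusted over the list alone, 0 higher and 7 lower at an unadjusted p under 0.05, and fry's adjusted p = 0.00875) and 7 fell at 48 h (11 when adjusted over the list alone). In camera the adjusted p was 0.456, 0.0420 and 0.0134 at 6, 24 and 48 h. Once the 4 arrays that stand apart are left out, it was 0.0842 at 24 h, and with an estimated correlation 0.175 at 24 h and 0.156 at 48 h. SOCS2, a brake on this signal, fell at 6 h (-0.86, adjusted p = 0.0149).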

JAK-STAT signaling is required for the pro-proliferative effects of many cytokines including the pro-inflammatory cytokines IL6, IL12 and IFNγ [51]. In addition, transcripts for many cytokine receptor transcripts (i.e. upstream regulators of JAK-STAT signaling) and cytokines (i.e. downstream targets of JAK-STAT signaling) were suppressed by 1,25(OH)_2_D-treatment (see figure in Additional file 13). 

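CCL2 attracts monocytes. IL4R and IL6R are receptors of interleukins 4 and 6, and IL1R2 and IL11RA those of interleukins 1 and 11. By limma the log2 fold changes were 0.93 (standard error 0.11, adjusted p = 0.00253) for IL4R and 0.90 (standard error 0.10, adjusted p = 0.00253) for IL6R at 6 h, and -2.65 (standard error 0.18, adjusted p = 0.00220) and -3.15 (standard error 0.19, adjusted p = 6.81e-05) for CCL2 at 24 and 48 h. At 48 h IL1R2 was -0.61 (adjusted p = 0.0316) and IL11RA -0.63 (adjusted p = 0.00208). TNFRSF21, a death receptor, rose at 48 h (0.66, adjusted p = 0.02).
Of 29 measured receptors, 5 rose and 1 fell at 6 h (8 and 2 when adjusted over the list alone), 1 rose at 24 h (2 up and 1 down when adjusted over the list alone) and 3 rose and 8 fell at 48 h (5 and 9 when adjusted over the list alone). Camera's adjusted p was 0.00760, 0.464 and 0.952 at 6, 24 and 48 h, with the direction up at 6 h (adjusted p = 0.168 with an estimated correlation). At 48 h the median was 0.027, the mean 0.10 and camera's direction down. Of 23 cytokines and chemokines, 2 rose and 2 fell at 6 h (3 and 5 when adjusted over the list alone), 2 fell at 24 h (2 when adjusted over the list alone) and 7 fell at 48 h (8 when adjusted over the list alone). By camera the adjusted p was 0.443, 0.0662 and 0.00101, with an estimated correlation 0.109 at 48 h.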

Disruption of JAK-STAT signaling could be a means whereby vitamin D treatment amplifies its impact on the prostate epithelial cells. In support of this model, network analysis of the data from the 48 h timepoint identified a gene network with STAT1, STAT3, and the transcription factor PU.1 at three interacting centers. This network connects the suppression of STAT1 and STAT3 expression to a large number of other transcripts related to immunoregulation that were differentially expressed by 1,25(OH)_2_D treatment (see Additional file 14). Many changes in immune or cytokine signaling pathways occur only at or after 24 h of treatment but this reflects a clear anti-inflammatory role for 1,25(OH)_2_D in prostate epithelial cells that is consistent with findings by others in Jurkat T cells [52] and Th1 immune cells [53]. In addition, Nonn et al. had previously shown that in normal prostate epithelial cells, 1,25(OH)_2_D inhibits TNFα-induced IL-6 production through a mechanism that requires direct transcriptional regulation of the MAPK phosphatase 5 gene (DUSP-10, increased 9.9-fold at 6 h in our analysis) [54]. 

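Of the lists looked at, that of interferon-induced genes had the largest share of falls at 48 h. These genes code for antiviral enzymes and sensors. Of 52 measured, 48 fell at 48 h (50 when adjusted over the list alone), and the median log2 fold change was -1.15, with camera's adjusted p = 1.25e-41 and adjusted p = 0.00736 with an estimated correlation. At 6 h limma called 0 (none when adjusted over the list alone, 0 higher and 3 lower at an unadjusted p under 0.05, and fry's adjusted p = 0.384), and camera's adjusted p was 0.322. At 24 h limma called 0 (0 up and 14 down when adjusted over the list alone, 0 higher and 26 lower at an unadjusted p under 0.05, and fry's adjusted p = 0.00638), with a median of -0.63, camera's adjusted p = 1.86e-15 and adjusted p = 0.129 with an estimated correlation. Without the 4 arrays that stand apart, camera's adjusted p at 24 h was 4.27e-06.
The mean of the list per array separates what changed in vehicle from what changed with 1,25(OH)2D. In vehicle it was 7.61 ± 0.07, 8.14 ± 0.17 and 8.36 ± 0.04 at 6, 24 and 48 h, and with 1,25(OH)2D 7.51 ± 0.14, 7.47 ± 0.11 and 7.03 ± 0.06 (log2, SD, n = 4). Between 6 and 48 h, the median change of the 52 genes was 0.614 in vehicle and -0.363 with 1,25(OH)2D. In vehicle 47 of them were higher at 48 h than at 6 h, and with 1,25(OH)2D 48 were lower. For IFI44L the effect at 48 h minus that at 6 h was -3.67 (adjusted p = 6.58e-04), and for MX1 the effect at 48 h minus that at 24 h was -2.59 (adjusted p = 3.79e-04). Of the 52 sets of Table 4 that could be tested, 19 passed camera's threshold at 24 h and 19 at 48 h. With an estimated correlation 0 of the 19 passed at 24 h and 7 of the 19 at 48 h, and without the 4 arrays that stand apart 7 of the 19 at 24 h. In the set of genes that interferon alpha induces (55 measured), 1 rose and 30 fell at 48 h (2 and 33 when adjusted over the list alone), with camera's adjusted p = 2.24e-13 and adjusted p = 0.0261 with an estimated correlation. From the suppression of immune and cytokine pathways at and after 24 h, the paper concludes that 1,25(OH)2D has an anti-inflammatory role in prostate epithelial cells.

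**Figure D4:**
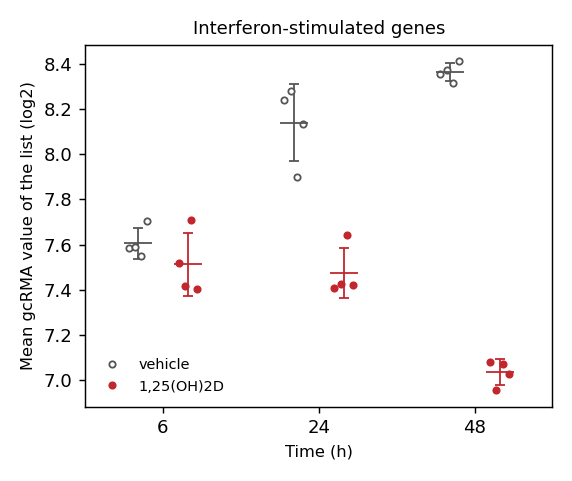
Mean gcRMA value (log2) of 52 interferon-stimulated genes in each array of RWPE1 cells, 4 arrays per group. Open circles are vehicle and filled circles are 1,25(OH)2D; horizontal lines are means and whiskers 1 SD.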

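DUSP10 is a phosphatase that switches off the stress kinases p38 and JNK, which drive IL6 production. It rose at all 3 time points, most at 6 h. At 6 h it was 5.52 ± 0.31 (SD, n = 4) in vehicle and 8.80 ± 0.16 (SD, n = 4) with 1,25(OH)2D (log2). Limma's log2 fold changes were 3.28 (standard error 0.17, adjusted p = 3.36e-05), 1.15 (standard error 0.15, adjusted p = 0.0336) and 0.84 (standard error 0.19, adjusted p = 0.0301) at 6, 24 and 48 h. The change at 6 h was 9.58-fold on the linear scale. The effect at 48 h minus that at 6 h was -2.44 (adjusted p = 3.66e-06).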

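NFKBIA encodes the inhibitor that holds NF-kB in the cytoplasm, and is itself induced by NF-kB. RELB is a subunit of NF-kB. NFKBIA rose at 6 h and RELB was lower by less than the threshold. From limma NFKBIA had 1.44 (standard error 0.13, adjusted p = 5.81e-04) at 6 h and 0.0075 (adjusted p = 0.987) at 48 h, and RELB -0.69 (standard error 0.20, adjusted p = 0.194) at 6 h and -0.38 (adjusted p = 0.124) at 48 h. RELB passes at 6 h by SAM alone of the alternatives set beforehand. TNFAIP2, which TNF induces, rose at 6 h (1.72, adjusted p = 8.89e-05). Among 22 measured regulators and targets of NF-kB, 2 rose and 1 fell at 6 h (2 and 1 when adjusted over the list alone) and 1 fell at 48 h (1 when adjusted over the list alone). The adjusted p from camera was 0.592, 0.788 and 0.379 at 6, 24 and 48 h. At 24 h limma called 0 (none when adjusted over the list alone, 0 higher and 2 lower at an unadjusted p under 0.05, and fry's adjusted p = 0.780).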

Finally, our data suggest that NFkB signaling is modulated by 1,25(OH)_2_D treatment; i.e. upregulation of IkB (NFKBIA) expression and suppression of RELB mRNA levels. These observations are consistent with data showing that 1,25(OH)_2_D suppressed secretion of IL-8 by interfering with NFκB signaling in RWPE1 cells [31] and that it enhanced radiosensitivity of prostate cancer cells by selectively suppressing radiation-mediated RELB activation in prostate cancer cell lines [55].

Prostaglandin signaling is a final pro-inflammatory pathway that has been identified as vitamin D regulated by others. Krishnan et al. [18] found that the message for the prostaglandin inactivating enzyme 15-PGDH was significantly increased and the mRNA levels for COX2, an enzyme that drives production of PGE2 levels, was significantly reduced by 1,25(OH)_2_D in LNCaP cells. Moreno et al. [56] subsequently showed that 1,25(OH)_2_D reduced the mRNA levels for two prostaglandin receptors (EP2, FP) in prostate cancer cells. Since the prostanoid pathway is a critical component in acute inflammation that may contribute to the development of prostate cancer [57], this suggested that vitamin D-mediated chemoprevention involves disruption of prostaglandin signaling. However, our RWPE1 data is not consistent with this hypothesis. In contrast to the earlier studies in LNCaP cells, we observed induction of COX2 by 1,25(OH)_2_D in RWPE1 cells (6.3-fold at 6 h) and neither 15-PGDH nor prostaglandin receptor mRNA levels were altered.

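PTGS2 is COX2, which starts prostaglandin synthesis, PTGES makes prostaglandin E2, and HPGD (15-PGDH) inactivates it. PTGER1 to PTGER4 are its receptors. PTGS2 rose at 6 h, PTGES rose at all 3 times and PTGER4 fell at 6 and 48 h. The log2 fold changes from limma were 2.62 (standard error 0.38, adjusted p = 0.00818) for PTGS2 at 6 h (6.27-fold on the linear scale) and 0.019 (adjusted p = 0.988) at 48 h. PTGES had 1.58 (adjusted p = 0.00175), 2.05 (adjusted p = 0.0195) and 2.11 (adjusted p = 4.91e-05) at 6, 24 and 48 h. PTGER4 had -2.20 (standard error 0.25, adjusted p = 0.00221), -1.11 (adjusted p = 0.418) and -1.25 (standard error 0.13, adjusted p = 0.00111), and was 9.22 ± 0.31 (SD, n = 4) in vehicle and 7.02 ± 0.46 (SD, n = 4) with 1,25(OH)2D at 6 h (log2). HPGD had -0.016 (adjusted p = 0.9997), -0.16 (adjusted p = 0.601) and 0.0079 (adjusted p = 0.965). For PTGER1, PTGER2 and PTGER3 the changes at 6 h were 0.024, -0.32 and 0.10 (adjusted p from 0.661 to 0.9997). PTGFR was below the filter. Of 17 measured genes of prostaglandin synthesis and receptors, 2 rose and 1 fell at 6 h (2 and 1 when adjusted over the list alone), 2 rose at 24 h (2 when adjusted over the list alone) and 2 rose and 3 fell at 48 h (6 and 3 when adjusted over the list alone), with camera's adjusted p = 0.662, 0.193 and 0.322 at 6, 24 and 48 h.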

The functional analysis of transcript-levels changes induced by 1,25(OH)_2_D reveals how the biology of prostate epithelial cells is changed by the hormone but microarray studies cannot differentiate between transcripts that are differentially regulated due to direct, VDR-mediated transcriptional activation and those that are secondary effects following the primary transcriptional events. As such, we can only infer the direct VDR gene targets based upon our data and their relationship to other studies. Unfortunately, there is very little information regarding the effect of 1,25(OH)_2_D on the prostate epithelial cell transcriptome to draw upon from earlier studies. Using a spotted cDNA microarray with no sample replicates, Peehl et al. [18,22] identified 48 transcripts as 1,25(OH)_2_D regulated in primary normal prostate epithelial cells and 52 transcripts in primary cultures of prostate cancer cells. Twenty-one of the differentially regulated transcripts from the normal prostate epithelial cells and 28 of the transcripts from the primary prostate cancer cells were also differentially regulated by 1,25(OH)_2_D in RWPE1 cells. Still, the only overlap between the three lists was CYP24, DUSP10, AKAP12, P2RY2, BMP6, TGFB2, and TXNRD1. In contrast, of the 22 transcripts identified by Krishnan et al. [18,22] as differentially regulated in 1,25(OH)_2_D-treated LNCaP cells only IGFBP3, ABCA1 and FKBP5 were regulated in the same direction in RWPE1 cells. This suggests that the response of RWPE1 cells is more similar to that of primary cultures of human prostate epithelial cells.

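TGFB2 restrains the growth of epithelial cells, and BMP6 is a ligand of the same family. In RWPE1 cells TGFB2 rose at 6 h and fell at 48 h. Its log2 fold changes from limma were 1.60 (standard error 0.32, adjusted p = 0.0442) at 6 h, -0.90 (adjusted p = 0.580) at 24 h and -0.44 (standard error 0.085, adjusted p = 0.0168) at 48 h, and the effect at 48 h minus that at 6 h was -2.03 (adjusted p = 0.0119). BMP6 was below the filter, with 2.07 ± 0.023 in vehicle and 3.61 ± 1.33 with 1,25(OH)2D at 6 h (log2, SD, n = 4). At 48 h it was 2.06 and 2.06.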

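IGFBP3 and ABCA1 changed direction over the time course. ABCA1 exports cholesterol from cells, and FKBP5 is a co-chaperone of steroid receptors. From limma IGFBP3 had 1.55 (standard error 0.24, adjusted p = 0.0131) at 6 h, -1.34 (standard error 0.18, adjusted p = 0.0337) at 24 h and -2.58 (standard error 0.16, adjusted p = 6.81e-05) at 48 h. ABCA1 had 2.95 (standard error 0.30, adjusted p = 0.00123), -1.88 (standard error 0.57, adjusted p = 0.402) and -1.49 (standard error 0.16, adjusted p = 0.00101). The test of the effect at 48 h minus that at 6 h gave -4.13 (adjusted p = 1.81e-08) for IGFBP3 and -4.43 (adjusted p = 5.83e-05) for ABCA1. FKBP5 had -0.41 (adjusted p = 0.594) at 6 h and -0.15 (adjusted p = 0.740) at 24 h, and rose slightly at 48 h (0.33, adjusted p = 0.0418).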

Of the genes identified in the three different prostate array studies only CYP24 has been identified as a direct target for 1,25(OH)_2_D. Our ChIP examination of the AKAP12 and CYP26B1 promoters revealed significant VDR binding to putative VDREs in those promoters too, but given the large number of transcript level changes we observed, we expect that many more primary VDR target genes exist in the prostate epithelial cells. Before our analysis, the most comprehensive array-based analysis of 1,25(OH)_2_D action and putative VDR target genes was conducted by Wang et al. [17]. Using a bioinformatics approach they identified putative VDREs in the promoters of genes whose transcripts were differentially regulated by treatment with EB1089 in SSC25 cells (12 h in presence of cycloheximide). We compared their list of differentially expressed transcripts to our list of transcripts regulated by 1,25(OH)_2_D at 6 h in RWPE1 cells based on the assumption that the early time point is less likely to contain transcripts that are regulated as a secondary consequence of primary vitamin D-mediated transcription events. This analysis identified 414 transcripts that were vitamin D regulated in both cell lines. 267 of these had a putative VDRE (see Additional file 15), including 16 of the 21 transcripts regulated by 1,25(OH)_2_D in both RWPE1 and primary prostate epithelial cells [22]. This suggests there may be a much larger number of direct VDR target genes than has been suggested by earlier research. Future studies using either ChIP-chip or ChIP-sequencing [58] will be necessary to validate whether these 267 transcripts are truly direct vitamin D target genes.

## Conclusions

This study is the most comprehensive functional analysis of 1,25(OH)_2_D-induced changes in the transcript profile of non-tumorigenic prostate epithelial cells. As such, it provides new insight into the mechanisms used by 1,25(OH)_2_D to prevent the early stages of prostate cancer. By using several independent procedures we identified multiple 1,25(OH)_2_D-regulated pathways and mechanisms that may disrupt the promotion of carcinogenesis *in vivo*. This includes anticancer mechanisms that have been traditionally attributed to 1,25(OH)_2_D action, e.g. suppression of cell proliferation and angiogenesis, as well as several potential new mechanisms including gene-protective and immunosuppressive effects. Further research is necessary to determine whether the genes identified in our array study are direct VDR target genes as well as to determine whether these transcripts are regulated by vitamin D signaling *in vivo*.

## Methods

### Supplies

Unless otherwise noted, all chemicals were obtained from Sigma (St. Louis, MO). Defined Keratinocyte-Serum Free medium (SFM) and RPMI medium 1640 were obtained from Invitrogen (Carlsbad, CA) and cell culture plasticware was from Corning-Costar (Cambridge, MA). 1,25(OH)_2_D was purchased from Biomol International (Plymouth Meeting, PA).

### Cell culture

RWPE1 cells [59] were obtained from ATCC (CRL-11609) (Manassas, VA) at passage 52 and used between passages 55 and 60. Cells were maintained in Defined Keratinocyte-SFM medium supplemented with growth factors (insulin, Epidermal Growth Factor and Fibroblast Growth Factor, Invitrogen, Carlsbad, CA) and medium was replaced every the other day. LNCaP cells were obtained from ATCC (CRL-1740D) and used between passages 25 and 30. LNCaP cells were grown in RPMI-1640 medium supplemented with 10% fetal bovine serum and antibiotics.

### Microarray analysis

#### Cell Treatment

RWPE1 cells were plated in T75 flasks (1 × 10^6 ^cells per flask) and grown until cells reached 60% confluence. At this point, cells were treated with medium containing 100 nM of 1,25(OH)_2_D or vehicle (0.1% ethanol) for 6, 24 or 48 h (n = 4 per treatment, 24 total samples). For the 48 h time point, media was replaced at 24 h prior to cell harvest. Total RNA was isolated from the cells using TriReagent (Molecular Research Center, Inc., Cincinnati, OH) in accordance with the manufacturer's instructions. Isolated total RNA was further purified using the RNeasy kit (Qiagen, Valencia, CA). The quality of the isolated RNA was confirmed using agarose gel electrophoresis.

#### Microarray Data Analysis

The transcripts levels in each sample were determined by using the Affymetrix HU133 plus 2.0 GeneChip (Affymetrix, Santa Clara, CA; 54,210 probe sets covering over 47,000 transcripts and splice variants). RNA labeling, chip hybridization and chip scanning was carried out at the Ohio State University Comprehensive Cancer Center by (Columbus, OH) using standard Affymetrix protocols (Affymetrix, Santa Clara, CA). Chips were scanned and raw data was saved into CEL files or analyzed using the Affymetrix Microarray Suite (MAS) 5.0 software. Microarray data may be accessed at the NCBI Gene Expression Omnibus (GEO) database (accession # GSE15947).

#### Quality Control Assessment, Chip Normalization, and Filtering

The quality of microarray images from individual chips was examined using methods from the affyPLM package of Bioconductor http://www.Bioconductor.org[60]. The quality of the expression distribution at the probeset level between chips was inspected by using the Relative Log Expression (RLE) and the Normalized and the Unscaled Standard Error (NUSE) methods. All of the chips were found to be of high quality and were used for subsequent analysis.

Microarray data from CEL files for all 24 chips was normalized simultaneously and expression levels were generated using the gcRMA package in Bioconductor [61]. The normalized data was filtered for present/absent call using information from MAS5.0 software ("Present", P < 0.05; "Marginal", 0.05 < P ≤ 0.065, "Absent", P > 0.065). Only transcripts identified by MAS5 as "present" or "marginal" in 3 out of 4 replicates for at least one treatment group were retained for further analysis. Of the 54,210 transcripts represented on the chip, 25,986 met our present/absent filter criterion.

#### Statistical Analysis of Microarray Data

Differentially expressed transcripts were identified at each time point (control vs. 1,25(OH)_2_D treated) using the Significance Analysis of Microarray program (SAM, version 3.02) [62]. Data for each time point were analyzed using a two class, unpaired analysis with T-statistics and 100 permutations. For each transcript SAM uses permutation of the data to identify a False Detection Rate (FDR) that balances type I and type II statistical error rates [63]. Significance for differential expression due to 1,25(OH)_2_D treatment was determined at the 5% FDR at each time point.

#### Clustering of Microarray Data

Patterns of differentially expressed genes were determined by cluster analysis using Self-Organizing Maps in GeneCluster http://www.genome.wi.mit.edu/MPR/. Only data from transcripts identified by SAM as significantly differentially expressed in at least one time point (FDR<5%), were used for the cluster analysis. Prior to the clustering, the data was normalized to mean = 0 and variance = 1. For this analysis we used a 4 × 3 matrix and the default settings of the software (random vectors method of initialization, bubble neighborhood definition, α_i _= 0.1, σ_i _= 5, α_f _= 0.005, σ_f _= 0.5).

#### Functional Analysis of Microarray Data

Gene Set Analysis (GSA) was conducted using the GSA function in SAM http://www-stat.stanford.edu/~tibs/GSA/ and geneset databases from the Molecular Signatures Database http://www.broad.mit.edu/gsea/msigdb/index.jsp: c2-curated, c3-motif, and c4-cancer neighborhood. Analysis for each time point was done using a two class, unpaired analysis with T-statistics, 1000 permutations, automatic estimation of s0 factor for denomination, K-nearest Neighbors imputer and a random number seed.

Two methods were used to identify and visualize biological processes and pathways that were enriched due to 1,25(OH)_2_D treatment: GeneMAPP http://www.genmapp.org[64] and Metacore software (Metacore, St. Joseph, MI). GenMAPP analysis was done for each of the time points as well as on groups of related clusters from the cluster analysis (group 1 (clusters 4, 8), group 2 (clusters 2, 6, 10), group 3 (clusters 0, 5), group 4 (clusters 7, 11), group 5 (cluster 3)). Criteria for including a transcript into the GeneMAPP analysis was FDR <5% and fold change >1.2 or < -1.2. The search for maps significantly enriched in the transcripts that meet this criterion was done separately for up-regulated and suppressed genes using the Gene Database (Hs-Std_20060526), local maps (Hs_Contributed_20070308, Hs_KEGG_Converted_20041111 and Hs_Tissue-specific_20050711) and gene ontology (GO) maps (Hs_GO_Samples_20050810). GeneMAPP maps with p-value <0.1 were considered significant.

For the Metacore analysis, transcripts significantly differentially induced or suppressed (SAM, FDR<5% ) were mapped to Metacore maps representing functional pathways individually for each time point or for all time points combined. Enrichment of Metacore maps was determined by the p-value of hypergeometric distribution representing probability that a transcript would be matched to a map by chance. This analysis takes into account the sizes of the dataset, map or ontology group. Metacore maps with p-value < 0.05 were considered significant. Networks were generated de novo from the differentially expressed transcripts at each time point by using Metacore. In addition, the "Analyze network (transcription factors)" program was used to create networks centered around specific transcription factors of interest.

### Validation of microarray results

For the validation of microarray data, differential expression of 11 genes was examined in cDNA prepared from the RNA for the microarray study by Real Time Polymerase Chain Reaction (RT-PCR). The impact of 1,25(OH)_2_D treatment on the accumulation of these 11 transcripts was also examined in RNA from 1,25(OH)_2_D-treated LNCaP cells and in primary normal human prostate epithelial cells. 80% confluent LNCaP cells were treated with medium containing 100 nM of 1,25(OH)_2_D or vehicle (0.01% ethanol) for 6 h. RNA from 1,25(OH)_2_D-treated primary human prostate epithelial cells was a provided by Dr. Scott Cramer (Wake Forest University, Winston-Salem, NC). Three human primary prostate epithelial cell preparations were treated with growth medium containing 10 nM of 1,25(OH)_2_D or vehicle (0.01% ethanol) for 8 h. Cells were harvested in TriReagent and RNA isolated. cDNA was prepared from RNA samples as we have described previously [65].

cDNA samples were analyzed by RT-PCR analysis using the BioRad MyiQ Real-Time PCR system and the BioRad SYBR Green supermix (BioRad Laboratories, Hercules, CA). Expression levels were determined from the threshold cycle (Ct) value using the method of 2^-ΔΔCt ^described elsewhere [66] and using GAPDH expression as the reference control gene. Primers sequences for RT-PCR are listed in Additional file 16. The cycle conditions for the PCR were 1 cycle of 3 minutes at 95°C and 40 cycles of 30 seconds at 95°C, 30 seconds at the annealing temperature, and 30 seconds at 72°C.

### Identification of putative vitamin D receptor binding sites in selected genes

The promoters of the genes encoding the top 50 transcripts significantly up-regulated by 1,25(OH)_2_D at 6 h, were analyzed for presence of VDR binding sites using a bioinformatics approach. The -10 kb to +10 kb region (transcriptional start site = 0) of candidate genes was downloaded from the GenBank database at the NCBI. We then screened the conserved regions of the promoters utilizing an *in silico *approach by using CONSITE http://asp.ii.uib.no:8090/cgi-bin/CONSITE/consite/ and the following settings: window size = 50 bp; conservation cut-off = 70%, Transcription Factor score threshold = 65%. Putative VDR binding sites with similarity score over 3.5 were accepted as candidates for ChIP validation. Ten potential VDR binding sites located within conserved regions were selected for further testing within the following gene promoters: SEMA3B, CD14, P2RY2, AKAP12, SERPINB1, HBEGF, TXNRD1, CYP26B1, MTSS1 and LOX. The location of these sites is provided in Additional file 15.

### Chromatin Immunoprecipitation (ChIP) assays

RWPE1 cells were cultured to 60% confluence and treated with 10 nM 1,25(OH)_2_D or vehicle for 3 h. ChIP assays for VDR association to DNA were done as we have previously described [67]. ChIP assays were performed with anti-VDR antibody sc-1008 from Santa Cruz Biotechnology, Inc., (Santa Cruz, CA). The primers used for VDRE region in CYP24 promoter (-300 bp from transcription start site (TSS), TRPV6 promoter (-4.3 kb to TSS) and SEMA3B promoter (+2 kb to TSS) were described previously [17,68]. For other target genes, primer pairs were designed with PRIMER3 http://frodo.wi.mit.edu to amplify a fragment containing the predicted VDR binding sites. Primers used for analysis of CD14, P2RY2, AKAP12, SERPINB, HBEGF, TXNRD1, CYP26B1, MTSS1 and LOX are provided in Additional file 17. GAPDH primers used as positive controls for the ChIP assay were obtained from Upstate Biotechnology (Lake Placid, NY).

### Statistical analysis for non-array experiments

The analysis for treatment effects in the RT-PCR data was conducted using one-way ANOVA using the SAS statistical software package (SAS 8.0 Cary, NC). Pairwise comparisons were conducted when appropriate using Fisher's Protected LSD. Values are expressed as the means ± SEM. Differences between means were considered significant at p < 0.05.

## Abbreviations

15-PGDH: hydroxyprostaglandin dehydrogenase 15-(NAD); AKAP12: a kinase (prka) anchor protein 12; AKR1C2: aldo-keto reductase family 1, member C1; APCDD1: adenomatosis polyposis coli down-regulated 1; BMP6: bone morphogenetic protein 6; BRCA1: breast cancer 1; CALML3: calmodulin-like 3; CD14: CD14 antigen; CDC25C: cell division cycle 25 homolog C (S. pombe); CDC27: cell division cycle 27 homolog (S. cerevisiae); CDK: cyclin-dependent kinase; CDK6: cyclin-dependent kinase 6; ChIP: chromatin immunoprecipitation; COX2: prostaglandin-endoperoxide synthase 2; CYP24: cytochrome p450, family 24, subfamily A, polypeptide 1; CYP26B1: cytochrome p450, family 26, subfamily b, polypeptide 1; DLL1: delta-like 1 (Drosophila); DR3: direct repeat with 3 bp spacing; DUSP10: dual specificity phosphatase 10; EGFR: epidermal growth factor receptor; ETS1: v-ets erythroblastosis virus E26 oncogene homolog 1 (avian); FDR: false discovery rate; FLT1: fms-related tyrosine kinase 1; G6PD: glucose-6-phosphate dehydrogenase; GADD45a: growth arrest and DNA-damage-inducible, alpha; GAPDH: glyceraldehyde-3-phosphate dehydrogenase; GAS6: growth arrest specific 6; GCRMA: GC Robust Multi-array Average; GO: gene ontology; GPX3: glutathione peroxidase 3; GSA: gene set analysis; HBEGF: heparin-binding egf-like growth factor; HMOX1: heme oxygenase (decycling) 1; IGF1: insulin-like growth factor 1; IGFBP3: insulin-like growth factor binding protein 3; IL-17: interleukin 17; IL-27: interleukin 27; IL-6: interleukin 6; JAG1: jagged 1; JAG2: jagged 2; KDR: kinase insert domain receptor; LEF1: lymphoid enhancer binding factor 1; LOX: lysyl oxidase; MTSS1: metastasis suppressor 1; NFE2L2: nuclear factor (erythroid-derived 2)-like 2; NFKBIA: nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha; NOTCH1: Notch homolog 1, translocation-associated (Drosophila); NRP1: neuropilin 1; NUSE: normalized and the unscaled standard error; P2RY2: purinergic receptor p2y, G-protein coupled 2; PCR: polymerase chain rreaction; PPARδ: peroxisome proliferator-activated receptor delta; RAD9A: RAD9 homolog A (S. pombe); RELB: v-rel reticuloendotheliosis viral oncogene homolog B; RLE: relative log expression; ROS: reactive oxygen species; RT-PCR: real time polymerase chain reaction; SAM: significance analysis of microarray; SEM: standard error of the mean; SEMA3B: semaphorin 3B; SEMA3F: semaphorin 3F; SERPINB1: serpin peptidase inhibitor, clade b (ovalbumin), member 1; SEM: standard error of the mean; SFM: serum free medium; SULT1A3: sulfotransferase family, cytosolic, 1A, phenol-preferring, member 3; TCF4: transcription factor 4; TGFβ1: transforming growth factor, beta 1; TLR4: toll-like receptor 4; TSS: transcription start site; TXNRD1: thioredoxin reductase 1; VAV3: vav 3 oncogene; VDR: vitamin D receptor; VDRE: vitamin D response element; VEGF: vascular endothelial growth factor; VEGFA: vascular endothelial growth factor A; VEGFC: vascular endothelial growth factor C; WNT: Wingless-type MMTV integration site family.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

PLK conducted the RWPE1 experiment, performed statistical, functional and cluster analysis of microarray data, conducted validation of target genes using QRT-PCR and prepared the manuscript. ZZ carried out preliminary studies and participated in the RWPE1 experiment and sample preparation. MC conducted ChIP experiments and bioinformatic identification of VDREs in the promoter regions of genes. SKC was responsible for microarray analysis and provided interpretation of the data. JCF was responsible for the overall design of the project, data interpretation and final paper editing. All authors of the paper read and contributed to the final manuscript.

## Supplementary Material

Additional file 1 **Significantly differentially expressed transcripts**. Significantly changed transcripts at any time point from SAM analyzed microarray data on RWPE1 cells treated 100 nm 1,25(OH)_2_D vs. vehicle. Click here for file

Additional file 2 **GSA currated gene sets c2**. GSA curated genesets (c2) significantly enriched in differentially expressed transcripts. Click here for file

Additional file 3 **GSA motif genesets c3**. GSA motif genesets (c3) significantly enriched in differentially expressed transcripts. Click here for file

Additional file 4 **GSA cancer computational genesets (c4)**. GSA cancer computational genesets (c4) significantly enriched in differentially expressed transcripts. Click here for file

Additional file 5 **GenMAPP local map results**. Table of GenMAPP analysis of local maps for enrichment (SAM, FDR<5%). Click here for file

Additional file 6 **GenMAPP GO group results**. GenMAPP Gene Ontology terms significantly changed (Z > 0, Permute P <= 0.1). Click here for file

Additional file 7 **Metacore summary**. Metacore Maps enriched in significantly changed genes (SAM, <5%FDR). Click here for file

Additional file 8 **GeneMAPP SOM groups Local maps results**. Table showing GenMAPP analysis on SOM groups using Local maps. Click here for file

Additional file 9 **GeneMAPP SOM groups GO group results**. Table of GeneMAPP GO map analysis for SOM groups. Click here for file

Additional file 10 **Effect of 1,25(OH)_2_D on Wnt and Notch signaling at 6 h**. Figure showing the effect of 1,25(OH)_2_D (100 nM, 6 h) on transcripts controlling Wnt and Notch signaling in RWPE1 cells. Differentially expressed transcripts (SAM, any time point, FDR<5%) were examined by time point for functional changes using GenMAPP and GSA. The GeneMapp local map for Wnt signaling (Hs_WNT_Signaling) was identified as significantly down regulated at 6 h. In addition, a GSA motif geneset (c3 #162) for genes containing Lef1 domains in their promoters (a Wnt pathway targeted transcription factor) was significantly down-regulated. Click here for file

Additional file 11 **Effect of 1,25(OH)_2_D on c-Myc transcriptional activity at 6 h**. Image representing effect of vitamin D induced supression of c-Myc on the mRNA level of c-myc target genes. Significantly differentially expressed transcripts at 6 h (SAM, FDR<5%) were analyzed by using Metacore Network analysis (Transcription factor). Up--regulated genes are marked with red circles; down--regulated with blue circles. Arrows are color coded to reflect the known regulatory action between two proteins. Red arrows between proteins indicates a negative regulatory effect, green arrows indicate a positive regulator effect, gray arrows indicate an unspecified regulatory effect. Click here for file

Additional file 12 **Effect of 1,25(OH)_2_D on antioxidant and DNA protection at 6 h**. Figure showing the effect of 1,25(OH)_2_D (100 nM, 6 h) on transcripts controlling antioxidant and DNA repair systems in RWPE1 cells. Differentially expressed transcripts (SAM, any time point, FDR<5%) were examined by time point for functional changes using GenMAPP and GSA. The GenMAPP local map for antioxidant responses to reactive oxygen (Hs_Oxidative_Stress) was identified as significantly up-regulated at 6 h. While not on this map, the up-regulation of G6PD is also relevant as this enzyme system contributes to glutathione production. Click here for file

Additional file 13 **1,25(OH)_2_D suppresses proinflammatory cytokine signaling**. Figure representing regulation of transcripts controlling cytokine signaling in RWPE1 cells by 1,25(OH)_2_D treatment (100 nM). Differentially expressed transcripts (SAM, any time point, FDR<5%) were examined for functional changes using GenMAPP and GSA. A large number of pathways related to the signaling through cytokine pathways were identified as down-regulated. Most of these pathways utilize a JAK-STAT intracellular signaling pathway. A selection of transcripts affected and their relationship to JAK-STAT signaling are shown. Click here for file

Additional file 14 **1,25(OH)_2_D suppresses STAT1, STAT3 and PU.1 networks at 48 h**. Image representing suppression of transcripts regulated by STAT1, STAT3 and PU.1. Significantly differentially expressed transcripts at 48 h (SAM, FDR<5%) were analyzed by using Metacore Network analysis (Transcription factor). Most of these transcripts are regulated by STAT1 or STAT3. Up--regulated transcripts are marked with red circles; down--regulated transcripts are identified by blue circles. Arrows are color coded to reflect the known regulatory action between two proteins. Red arrows between proteins indicates a negative regulatory effect, green arrows indicate a positive regulator effect, gray arrows indicate an unspecified regulatory effect. Click here for file

Additional file 15 **VDRE containing genes, comparison with Wang et al, 2005**. Comparison of VD regulated transcripts in RWPE1 to those reported for EB1089 by Wang et al. in SCC25 cells. Click here for file

Additional file 16 **RT-PCR primers**. List of RT-PCR primers used for validation of differential expression identified in 1,25(OH)_2_D-treated RWPE1 cells. Click here for file

Additional file 17 **Genes tested for functional VDRE**. Table of genes tested for functional VDRE in promoter regions. Click here for file

# Supplementary material for: 1,25 dihydroxyvitamin D-mediated orchestration of anticancer, transcript-level effects in the immortalized, non-transformed prostate epithelial cell line, RWPE1
**Source:** BMC Genomics. 2010 Jan 13;11:26. doi: 10.1186/1471-2164-11-26
**Supplement:** Additional file 16 — RT-PCR primers. List of RT-PCR primers used for validation of differential expression identified in 1,25(OH)2D-treated RWPE1 cells.

RT-PCR primers used for validation of differential expression identified in 1,25(OH)2 D-treated RWPE1 cells.

|  | **Gene**  **(Accession ID)** | **Primers for Reverse transcriptional PCR** | **Annealing temperature (Ta), ⁰C** | **Product size (bp)** |
| --- | --- | --- | --- | --- |
| 1 | CYP24 (NM_000782) | forward 5’CTCATGCTAAATACCCAGGTG3’  reverse 5’TCGCTGGCAAAACGCGATGGG3’ | 54.0 | 299 |
| 2 | TRPV6 (NM_018646) | forward 5’TTCCTGCGGGTGGAAGACAGGCA3’,  reverse 5’ACGCAGGTCTCTCCTCAGGGTCCC 3’ | 63.0 | 235 |
| 3 | GAPDH (NM_002046) | forward 5’TCACCATCTTCCAGGAGCG3’,  reverse 5’CTGCTTCACCACCTTCTTGA3’ | 54.0 | 571 |
| 4 | IGFBP3 (NM_000598) | forward 5’ACCCAGAACTTCTCCTCCGAGTC3’,  reverse 5’CTGGGAGAGGCTGCCCATACTTA3’ | 52.8 | 233 |
| 5 | P2RY2 (NM_002564) | forward 5’TGGCGCTCTACATCTTCTTG3’,  reverse 5’TGCTGCAGTAAAGGTTGGTG3’ | 57.1 | 603 |
| 6 | CD14 (NM_000591.2) | forward 5’ CGCTCCGAGATGCATGTG3’,  reverse 5’ AACGACAGATTGAGGGAGTTCAG3’ | 59.8 | 52 |
| 7 | TXNRD1 (NM_003330) | forward 5’CTTGTGGCCTTTCTGAGGAG3’,  reverse 5’ CTGCCAAATGTCAGCTTCA3’ | 53.7 | 650 |
| 8 | APCDD1 (NM_153000.3) | forward 5’ GGAGAAGCAGTACCTTCACCA3’,  reverse 5’ GACCGATAGATGATCCGACAG3’ | 61.0 | 176 |
| 9 | CYP26B1 (NM_019885.2) | forward 5’ AGGTCTACCAGCAGTTTGTG3’,  reverse 5’ AAGTAGTCCTTGCCCTGTG3’ | 57.2 | 221 |
| 10 | SEMA3B (NM_004636.2) | forward 5’ CAGGAAGGATAGAGGATGG3’,  reverse 5’ ACCCCTGAGTATAGCTCCTC3 | 54.0 | 94 |
| 11 | SEMA3F (NM_004186.2) | forward 5’ AGCAGACCCAGGACGTGAG3’,  reverse 5’ AAGACCATGCGAATATCAGCC3’ | 55.0 | 116 |
| 12 | VAV3 (NM_006113.4) | forward 5’ GACCTCAGGGAGATGGTGAA3’,  reverse 5’ GCAGACTTTGCAGGATGTGA3’ | 59.8 | 393 |

How the deposited data were processed for this re-analysis (not part of the article)

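RWPE1 prostate epithelial cells were treated with 100 nM 1,25(OH)2D or vehicle for 6, 24 or 48 h, with 4 arrays in each of 6 groups and 24 arrays in all. Each array was an Affymetrix U133 Plus 2.0. The authors corrected the background, quantile-normalized all 24 arrays together and summarised each probe set with gcRMA, so the deposited values are log2 intensities. The gcRMA version is not stated in the paper or in the processing notes. The deposited table lists 54613 probe sets and 62 controls, without the present-call filter of the methods. All 24 columns were used. The scale was checked against the paper's folds: the ratios of mean linear values match those in its additional tables, as the closing section gives.

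The controls were left out, and the 25986 probe sets with the highest value reached by 3 arrays of at least 1 group were tested, the number the paper kept. MAS5 present calls were not used here. The lowest value kept was 3.205 (log2). Of the tested probe sets 21885 carry 1 gene symbol, 1087 several and 3014 none. Of all but the controls 41091 carry 1, 1801 several and 11721 none, and 43 symbols were updated. For each of 12004 genes the brightest tested probe set with a single symbol stands for the gene, chosen without regard to treatment. The arrays have no read depth. The precision is given by the mean SD within groups, 0.272 in vehicle and 0.259 with 1,25(OH)2D at 6 h, 0.253 and 0.399 at 24 h, and 0.119 and 0.161 at 48 h (log2).

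Treated and vehicle arrays of each time point (8 arrays) were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with a Benjamini-Hochberg adjusted p under 0.05 as the threshold and 1.5-fold as the second one. Differences of the effect between times and changes in vehicle come from a fit of all 24 arrays with 6 group means. Early, late and prevented patterns were set by rules on these tests, and a self-organizing map of 4 by 3 nodes (12, with 4 other seeds) was run as a description on the 2917 probe sets changed at any time. Lists of genes (44) and the sets of the paper's Table 4 were tested with limma's camera at a correlation of 0.01, adjusted over all lists and times. Of 76 Table 4 sets looked up, 55 had a complete member list in the copy held, 17 had an incomplete one and 4 were not found. Incomplete sets were not tested. The study picked these sets from the same samples. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

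Genes are named by a rule: every gene the paper names (its values were seen beforehand), the 10 largest rises and falls at each time among called genes whose treated arrays all lie on one side of the vehicle arrays, up to 2 rises and 2 falls per list and time, and markers of other cell types and keratins. Gene symbols come from the probe annotation. SEMA3B of the paper's Table 2 is not reported here, since its tested probe set carries a second symbol as well, and genes outside the rule are not named.

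The tests, the lists, the rule for names and most alternatives were chosen before the data were examined. The alternatives were all 24 arrays in one fit, SAM (re-implemented, with all relabellings of 4 against 4), no filter (54613 probe sets), a stricter filter (15000, lowest value 6.703), a second quantile normalization, centring on the medians, an offset of 32 on the linear scale, limma's trend and robust options, the replicate number as a block, each array left out in turn, ratios of mean linear values, camera with an estimated correlation, fry, and the mean of a gene's probe sets. Another 5 were added after the data were seen, and the closing section gives the effect of each. One of them, the position on the axis as a covariate, is taken from the same residuals that it then explains, which makes the spread too small.

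The methods were tested on simulated data with the spread of the real arrays. Of probe sets changed 2-fold limma recovered 53.7% at 6 h, 41.8% at 24 h and 83.6% at 48 h, with 8 of 114, 3 of 95 and 2 of 172 calls false. For the difference between 6 and 48 h 220 of 399 were recovered, with 17 of 237 calls false. Camera called a list of 50 members shifted by 0.5 (log2) at all 3 times and 0 of the other lists. In the real arrays, other splits gave up to 9, 14 and 11 lists at 6, 24 and 48 h. The simulation therefore does not show how often camera calls a list falsely in these data.

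The RT-PCR, the other cell types, the VDR binding data and the network figures of the paper were not analysed here, and its Additional file 1 was used only for the part held (519 probe sets).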

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

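The tests of RNA integrity and gene length below, those of a rise in vehicle and of the replaced medium behind the fall of interferon-induced genes, and that of the 24 h lists without the axis were chosen after the result was seen.

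An array far from the other 3 of its group was looked for in 1116 groups of 4 arrays (182 genes named in the text and 4 measures of each array), and 90 groups had one. The value given is the gap to the nearest other array divided by the range of the group, where it passes Dixon's 95% critical value. Chance gives about 1 in 20 groups, so some of these arise by chance. The median of all probe sets put vehicle replicate 1 at 24 h apart as the highest (0.919). Vehicle replicate 1 at 6 h was the highest for CCND3 (0.935), CDA (0.912), CDC25C (0.839), CDKN1A (0.909), CYP24A1 (0.851), IGFBP2 (0.871), KLK3 (0.860), MMP2 (0.850), P2RY2 (0.836), PADI3 (0.888) and PTGES (0.866) and the lowest for ABCA1 (0.968), CDH1 (0.885), CDK6 (0.862), HIF1A (0.895), INSIG2 (0.848), NCOA2 (0.960), SEMA3C (0.857) and VEGFA (0.958). Vehicle replicate 2 at 6 h was the lowest for MX1 (0.974). Vehicle replicate 3 at 6 h was the highest for HK2 (0.865), IGFBP3 (0.879) and TNFRSF10B (0.903). Vehicle replicate 4 at 6 h was the highest for IL6R (0.865). 1,25(OH)2D replicate 2 at 6 h was the highest for FOS (0.857) and RAD9A (0.970) and the lowest for TNFAIP2 (0.846) and TYMS (0.843). 1,25(OH)2D replicate 3 at 6 h was the lowest for CCNE1 (0.907), GAS6 (0.915) and RELB (0.949). Vehicle replicate 1 at 24 h was the highest for E2F1 (0.871), IER3 (0.883), IGFBP2 (0.956), IL1RN (0.874), IRF9 (0.900), KRT14 (0.883), KRT80 (0.837), LIG1 (0.975), PSMB9 (0.861), PTGES (0.872), RELB (0.868), TRPV6 (0.843) and WNT7A (0.970) and the lowest for CCNA2 (0.959), FABP5 (0.885), INSIG2 (0.843), LOX (0.876), LRIG3 (0.853), PTGER4 (0.894), RBL2 (0.852) and TNFRSF21 (0.893). Vehicle replicate 2 at 24 h was the lowest for FLT1 (0.872). Vehicle replicate 4 at 24 h was the highest for SGPP2 (0.954) and the lowest for GEM (0.866). 1,25(OH)2D replicate 4 at 24 h was the highest for KLK3 (0.832). Vehicle replicate 1 at 48 h was the highest for DNER (0.864) and KRT80 (0.917) and the lowest for IFI44L (0.844), IGFBP4 (0.911) and KRT8 (0.885). Vehicle replicate 2 at 48 h was the highest for PTGER1 (0.842) and SCEL (0.856) and the lowest for ETS2 (0.887), IL1RN (0.906) and RAD9A (0.878). Vehicle replicate 4 at 48 h was the highest for CDA (0.963) and CGN (0.906) and the lowest for AKR1C3 (0.839), IRF9 (0.911) and OAS2 (0.934). 1,25(OH)2D replicate 1 at 48 h was the highest for KLK6 (0.922) and the lowest for PTGER3 (0.869). 1,25(OH)2D replicate 2 at 48 h was the highest for AKAP12 (0.916), CDK6 (0.929), DUSP5 (0.909), DUSP6 (0.837), FOS (0.856), FOXO1 (0.866), GADD45A (0.849), IGFBP4 (0.902), KDR (0.836) and PLAT (0.900) and the lowest for AKR1C1 (0.833), CD14 (0.938), KRT80 (0.932), PTGES (0.883) and SEMA3C (0.856). 1,25(OH)2D replicate 4 at 48 h was the highest for FLT1 (0.977).

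The effect of 1,25(OH)2D differed between time points for 91 of the genes named in the text, by limma's test of the difference over all 24 arrays at an adjusted p under 0.05. For each gene the pair of time points with the lowest adjusted p is given. At 48 h AKAP12 was 2.38 in vehicle and 2.36 with 1,25(OH)2D, below the lowest value kept (3.205, log2). An effect at 48 h could not be seen there, so its difference rests on the change at 6 h. The change at 24 h minus that at 6 h was above 0 for AKR1C1 (1.61), AKR1C2 (1.57), APCDD1 (1.13), CCNE1 (0.85), DKK1 (0.94), DUSP5 (1.18), IER3 (0.93), KCNJ15 (1.81), SOCS2 (0.79), VDR (0.55), VEGFC (0.80) and WNT7A (1.58) and below 0 for ABCA1 (-4.83), ABTB3 (-3.38), CYP26B1 (-2.54), DLL1 (-1.39), FOS (-3.33), G0S2 (-4.79), HBEGF (-2.39), HCAR3 (-5.30), IL6R (-1.15), KLK6 (-3.30), MTSS1 (-1.22), NFE2L2 (-1.84), NRP1 (-2.16), OLFML2A (-0.89), PTGS2 (-2.71), SEMA3F (-0.86), SEMA6D (-3.71), SERPINB1 (-1.92), TCF7L2 (-1.51), TGFB2 (-2.50), TNFRSF10B (-0.69) and TXNRD1 (-2.76) (log2). The change at 48 h minus that at 6 h was above 0 for AKR1C3 (2.78), CA12 (0.99), CA2 (2.14), CCNA1 (0.86), DNER (4.07), EFNB2 (1.06), ETS2 (1.29), FIBIN (2.38), GLUL (0.99), HK2 (0.90), IGFBP2 (0.97), IGFBP6 (1.42), IL27RA (0.62), JAG2 (0.60), KLK5 (2.88), MYC (0.47), PHACTR3 (4.01), PRICKLE1 (1.38), PSEN2 (1.27), SGPP2 (2.20) and UCA1 (1.68) and below 0 for ADAMTS15 (-4.36), AKAP12 (-2.73), CASP1 (-0.81), CCDC80 (-3.15), CCL2 (-3.05), CCN2 (-1.49), CD14 (-3.04), CGN (-3.18), CXCL14 (-2.75), CYP24A1 (-4.09), DUSP10 (-2.44), GAS6 (-1.14), GATA2 (-1.57), GEM (-4.21), HES1 (-2.20), IFI44L (-3.67), IFNK (-2.94), IGFBP3 (-4.13), IGFBP4 (-0.96), IL4R (-0.87), IRF7 (-1.90), IRF9 (-2.03), KRT15 (-2.09), MMP2 (-2.82), MX1 (-4.09), NFKBIA (-1.43), NTM (-2.37), OAS2 (-2.99), P2RY2 (-2.28), PARP9 (-2.16), PLAT (-2.68), PSMB9 (-1.93), RASSF10 (-1.09), SCEL (-2.70), TNFAIP2 (-1.70) and TSLP (-1.99) (log2).

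The vehicle arrays were compared with each other over time, a comparison for which the paper gives no counts. Between 6 and 24 h 2033 probe sets changed in vehicle by limma (1039 up and 994 down), between 6 and 48 h 3819 (1897 and 1922) and between 24 and 48 h 82 (39 and 43). Chance can be excluded for each, since the real split had the highest count of 35 splits of the 8 vehicle arrays (1 of 35 each), and the highest other counts were 2, 1 and 2. The medium was replaced at 24 h for the 48 h arrays, so time and medium change together.

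The arrays of a group spread along 1 axis at 6 and 24 h: the first component of the deviations from the group means held 71.9% of their variance and the second 6.82%, with 1,25(OH)2D replicates 4 and 1 at 24 h (-0.544 and 0.413), vehicle replicate 1 at 24 h (-0.36) and vehicle replicate 1 at 6 h (-0.346) farthest out. No explanation tested is excluded. The 3' to 5' difference of beta-actin correlated with the position (r = 0.473, permutation p = 0.0964, adjusted p = 0.173), but r was 0.0676 without the 2 farthest arrays, so RNA integrity cannot be told apart from no link while 2 arrays carry it. The axis goes with the length of the gene (Spearman correlation of genomic span and loading 0.388 over 12000 genes, with a median span of 79264 bases in the 500 genes of highest loading and 11277 in the 500 of lowest), and with time in culture (Spearman correlation -0.36 between loading and the vehicle change from 6 to 48 h). A difference in sample handling and one in the state of the cultures are both candidate explanations, and other biological differences between cultures were not tested.

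Interferon-induced genes were lower with 1,25(OH)2D at 48 h: 48 of 52 fell. The tables argue against the axis as the whole cause, since the median change was -1.15 (log2) with the part that follows the axis removed, with an interquartile range of 1.13 over the members. A rise in vehicle with time that 1,25(OH)2D prevents may account for part of it: 25 of the 48 (52.1%) were higher in vehicle at 48 than at 6 h past the threshold. The median difference with 1,25(OH)2D from 6 to 48 h was -0.363, which a prevented rise alone would not give. The tables argue against the replaced medium as the whole cause, since at 24 h, before the medium was replaced, the mean of the list was 7.90 to 8.28 per array in vehicle and 7.41 to 7.64 with 1,25(OH)2D, a gap of 0.26 (log2), while a part at 48 h and interferon made by the cells were not tested and stay open.

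At 24 h limma called 92 probe sets, yet 14 gene lists passed camera's threshold (0 of the 14 with an estimated correlation, 7 without the 4 arrays that stand apart). Spread between the arrays may explain why fewer probe sets passed than at 48 h. Those that passed at 48 h had a median change of 0.417 at 24 h in the 48 h direction (0.496 at 48 h, log2). Of them 90% shared the direction. The median standard error of all probe sets tested was 0.179 at 24 h and 0.0885 at 48 h. Against 6 h the simulated data, with 114 calls at 6 h and 95 at 24 h, do not decide whether the spread accounts for the lower count. SAM made 79 calls at 24 h in the simulated data and 1509 in the real data, so the simulation does not reproduce 24 h. The change at 24 h went with the loading on the axis across genes (r = -0.777). Whether the shared direction comes from the axis was not tested. The axis may explain part of the lists, as 8 of the 14 lost over 50% of their median with the part that follows it removed. The lists that kept more than 50% were interferon-induced genes (-0.561), antigen presentation (-0.314), mitosis (-0.278), Wnt pathway components (-0.13), squamous differentiation (0.125) and VEGF and angiogenesis (-0.103). A response of the cells that is under way at 24 h stays open beside the axis for the other 8.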

How the results depend on the processing

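Leaving out the 4 arrays that stand apart, array weights, the position of each array on the axis of spread within groups as a covariate, SAM with the mean number of false calls, and replicates 1 and 2 against 3 and 4 as a block were chosen after the data were seen. All other alternatives were set before, and each of them was run. Counts below are of probe sets unless lists or sets are named, and those within 1.5 times the count given in the passages are left out.

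In the passages the counts were up at 6 h 496, down at 6 h 203, up over 1.5-fold at 6 h 457, down over 1.5-fold at 6 h 156, up at 24 h 62, down at 24 h 30, up over 1.5-fold at 24 h 57, down over 1.5-fold at 24 h 29, up at 48 h 1044, down at 48 h 1462, up over 1.5-fold at 48 h 400, down over 1.5-fold at 48 h 594, changed at any time 2917, changed at all 3 times 47, up at all 3 times 39, down at all 3 times 7, effect that differs between 6 and 24 h 550, vehicle between 6 and 24 h 2033, effect that differs between 6 and 48 h 727, vehicle between 6 and 48 h 3819, effect that differs between 24 and 48 h 9, vehicle between 24 and 48 h 82, early rise 200, early fall 64, late rise 121, late fall 174, prevented rise 311, prevented fall 150, gene lists at 6 h 8, gene lists at 24 h 14, gene lists at 48 h 17, Table 4 sets at 6 h 1, Table 4 sets at 24 h 19 and Table 4 sets at 48 h 19.

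With all 24 arrays in one fit: down at 6 h 383, up at 24 h 327, down at 24 h 226, up over 1.5-fold at 24 h 241, down over 1.5-fold at 24 h 168, up at 48 h 450, down at 48 h 525, down over 1.5-fold at 48 h 384, changed at all 3 times 145, up at all 3 times 103 and down at all 3 times 33. By SAM: up at 6 h 997, down at 6 h 668, down over 1.5-fold at 6 h 317, up at 24 h 858, down at 24 h 651, up over 1.5-fold at 24 h 327, down over 1.5-fold at 24 h 234, down at 48 h 2208, changed at any time 5298, changed at all 3 times 269, up at all 3 times 166 and down at all 3 times 79. With no filter: down over 1.5-fold at 24 h 16, down at 48 h 932, down at all 3 times 4, effect that differs between 24 and 48 h 3, late rise 78, prevented rise 190, prevented fall 88 and Table 4 sets at 6 h 4. With the stricter filter: effect that differs between 24 and 48 h 2. After a second quantile normalization: effect that differs between 24 and 48 h 24. With the arrays centred on their medians: down at 24 h 50 and down over 1.5-fold at 24 h 44. With an offset of 32: down at 24 h 57, down over 1.5-fold at 48 h 362 and vehicle between 24 and 48 h 132. With limma's trend and robust options: down at all 3 times 3. Fewer calls with no filter go with the 54613 probe sets then tested, and the cause of the added Table 4 sets at 6 h, and of the changes under the other settings, was not tested. The ratio of mean linear values changed none of the 1.5-fold counts by more than 1.5 times.

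With an estimated correlation in camera: gene lists at 6 h 2, gene lists at 24 h 0, gene lists at 48 h 1, Table 4 sets at 24 h 0 and Table 4 sets at 48 h 7. By fry: Table 4 sets at 6 h 16 and Table 4 sets at 48 h 38. With the mean of a gene's probe sets: Table 4 sets at 6 h 2. Camera with an estimated correlation allows for members that move together whatever the cause, and the cause of the other changes was not tested. Of the 8, 14 and 17 gene lists that passed at 6, 24 and 48 h, 2, 0 and 1 passed with an estimated correlation in the same direction, 7, 12 and 16 by fry, 8, 12 and 16 with no filter, 8, 13 and 14 with the offset, 7, 12 and 15 with the arrays centred and 7, 9 and 14 with the mean of a gene's probe sets. Of the 1, 19 and 19 sets of Table 4, 1, 0 and 7 passed with an estimated correlation and 1, 14 and 19 by fry. For vitamin D metabolism and the receptor, which moves both ways, fry gave the other direction from camera at 6 h (adjusted p = 2.84e-06) and 24 h (adjusted p = 0.0118), and the cause was not tested.

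At 24 and 48 h replicate numbers did not pair the arrays: deviations from the group mean correlated between same-numbered arrays with r from -0.889 to 0.352 at 24 h and -0.118 to -0.009 at 48 h, and the same number never gave the highest r. At 6 h r was 0.756, -0.366, 0.589 and 0.670 for replicates 1, 2, 3 and 4, and the same number gave the highest r for replicate 3 alone. The split of replicates 1 and 2 against 3 and 4 called 6009 probe sets at 6 h, so there the numbers go with a structure of the samples. With the replicate number as a block: up at 24 h 1, down at 24 h 0, up over 1.5-fold at 24 h 1, down over 1.5-fold at 24 h 0, up at 48 h 562, down at 48 h 792, changed at any time 1941, changed at all 3 times 1, up at all 3 times 1, down at all 3 times 0, effect that differs between 24 and 48 h 5, late rise 72, prevented rise 191 and prevented fall 86. The block takes 3 degrees of freedom from 8 arrays and fits a pairing that the 24 and 48 h arrays do not show. At 24 h limma called 92 without it and 1 with it. Of the named genes called at 6, 24 and 48 h (96, 37 and 160), 92, 0 and 113 were called with it, and of the lists 7, 11 and 14.

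Leaving out 1 array at a time (for the differences between times, vehicle and patterns, 1 replicate number in all groups) gave: up at 6 h 327 to 553, down at 6 h 104 to 265, up over 1.5-fold at 6 h 326 to 497, down over 1.5-fold at 6 h 102 to 206, up at 24 h 21 to 76, down at 24 h 5 to 34, up over 1.5-fold at 24 h 21 to 75, down over 1.5-fold at 24 h 5 to 33, up at 48 h 660 to 1485, down at 48 h 927 to 2062, up over 1.5-fold at 48 h 336 to 428, down over 1.5-fold at 48 h 495 to 707, changed at any time 2079 to 3931, changed at all 3 times 19 to 50, up at all 3 times 17 to 42, down at all 3 times 2 to 8, effect that differs between 6 and 24 h 230 to 1262, vehicle between 6 and 24 h 727 to 1638, effect that differs between 6 and 48 h 325 to 601, vehicle between 6 and 48 h 1464 to 5218, effect that differs between 24 and 48 h 1 to 163, vehicle between 24 and 48 h 13 to 171, early rise 88 to 147, early fall 14 to 54, late rise 33 to 142, late fall 78 to 154, prevented rise 89 to 216, prevented fall 26 to 129, gene lists at 6 h 7 to 9, gene lists at 24 h 8 to 18, gene lists at 48 h 12 to 16, Table 4 sets at 6 h 1 to 3, Table 4 sets at 24 h 10 to 24 and Table 4 sets at 48 h 19 to 20.

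The arrays whose absence moved a count by more than 1.5 times were these. Of the arrays in vehicle at 6 h, replicate 2 left out gave up at 6 h 327, down at 6 h 104, down over 1.5-fold at 6 h 102 and down at all 3 times 2; replicate 3 left out gave down at 6 h 128 and down at all 3 times 4; replicate 4 left out gave down at 6 h 107, down over 1.5-fold at 6 h 103, down at all 3 times 2 and Table 4 sets at 6 h 2. Of the arrays in 1,25(OH)2D at 6 h, replicate 1 left out gave down at 6 h 117, down at all 3 times 4 and Table 4 sets at 6 h 3; replicate 3 left out gave down at all 3 times 4 and Table 4 sets at 6 h 2; replicate 4 left out gave down at 6 h 108 and down at all 3 times 4. Of the arrays in vehicle at 24 h, replicate 1 left out gave down at 24 h 17, down over 1.5-fold at 24 h 17, down at all 3 times 3 and gene lists at 24 h 9; replicate 2 left out gave up at 24 h 21, down at 24 h 5, up over 1.5-fold at 24 h 21, down over 1.5-fold at 24 h 5, changed at all 3 times 19, up at all 3 times 17 and down at all 3 times 2; replicate 3 left out gave up at 24 h 24, down at 24 h 10, up over 1.5-fold at 24 h 24, down over 1.5-fold at 24 h 10, changed at all 3 times 22, up at all 3 times 19 and down at all 3 times 3; replicate 4 left out gave up at 24 h 22, down at 24 h 6, up over 1.5-fold at 24 h 22, down over 1.5-fold at 24 h 6, changed at all 3 times 20, up at all 3 times 18 and down at all 3 times 2. Of the arrays in 1,25(OH)2D at 24 h, replicate 1 left out gave gene lists at 24 h 8 and Table 4 sets at 24 h 10; replicate 2 left out gave up at 24 h 22, down at 24 h 9, up over 1.5-fold at 24 h 22, down over 1.5-fold at 24 h 9, changed at all 3 times 19, up at all 3 times 17 and down at all 3 times 2; replicate 3 left out gave up at 24 h 31, down at 24 h 10, up over 1.5-fold at 24 h 31, down over 1.5-fold at 24 h 10, changed at all 3 times 25, up at all 3 times 23 and down at all 3 times 2; replicate 4 left out gave down at all 3 times 4. Of the arrays in vehicle at 48 h, replicate 2 left out gave up at 48 h 685 and down at 48 h 927; replicate 3 left out gave up at 48 h 693. Of the arrays in 1,25(OH)2D at 48 h, replicate 3 left out gave up at 48 h 660 and down at 48 h 955. Of the replicate numbers, 1 left out gave effect that differs between 6 and 24 h 1262, effect that differs between 24 and 48 h 163 and vehicle between 24 and 48 h 171; 2 left out gave effect that differs between 6 and 24 h 231, vehicle between 6 and 24 h 868, effect that differs between 6 and 48 h 341, vehicle between 6 and 48 h 1870, effect that differs between 24 and 48 h 5, vehicle between 24 and 48 h 18, early rise 98, early fall 15, late rise 39, late fall 101, prevented rise 177 and prevented fall 72; 3 left out gave effect that differs between 6 and 24 h 230, vehicle between 6 and 24 h 727, effect that differs between 6 and 48 h 325, vehicle between 6 and 48 h 1464, effect that differs between 24 and 48 h 1, vehicle between 24 and 48 h 21, early rise 111, early fall 23, late rise 33, late fall 78, prevented rise 89 and prevented fall 26; 4 left out gave effect that differs between 6 and 24 h 261, vehicle between 6 and 24 h 1151, effect that differs between 6 and 48 h 370, vehicle between 6 and 48 h 2417, effect that differs between 24 and 48 h 2, vehicle between 24 and 48 h 13, early rise 88, early fall 14, late rise 39, late fall 87, prevented rise between the values without replicates 3 and 2 and prevented fall 54. Fewer arrays leave fewer degrees of freedom, and for counts that rose the cause was not tested.

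With the 4 arrays that stand apart left out: up at 24 h 2240, down at 24 h 3259, up over 1.5-fold at 24 h 961, down over 1.5-fold at 24 h 2438, changed at any time 7288, changed at all 3 times 203, up at all 3 times 143, down at all 3 times 49, effect that differs between 6 and 24 h 1050, effect that differs between 6 and 48 h 1417, vehicle between 6 and 48 h 8594, effect that differs between 24 and 48 h 142, vehicle between 24 and 48 h 756, early fall 109, late rise 466, late fall 505, gene lists at 24 h 7 and Table 4 sets at 24 h 7. With array weights: up at 6 h 896, down at 6 h 868, down over 1.5-fold at 6 h 546, up at 24 h 4406, down at 24 h 4306, up over 1.5-fold at 24 h 805, down over 1.5-fold at 24 h 2047, up at 48 h 1768, down at 48 h 2436, changed at any time 11183, changed at all 3 times 481, up at all 3 times 268 and down at all 3 times 160. With the position on the axis as a covariate: up at 6 h 1355, down at 6 h 1311, up over 1.5-fold at 6 h 761, down over 1.5-fold at 6 h 388, up at 24 h 4313, down at 24 h 5724, up over 1.5-fold at 24 h 625, down over 1.5-fold at 24 h 2610, up at 48 h 1616, changed at any time 12378, changed at all 3 times 614, up at all 3 times 291, down at all 3 times 196, effect that differs between 6 and 24 h 7774, vehicle between 6 and 24 h 7410, effect that differs between 6 and 48 h 2840, vehicle between 6 and 48 h 9907, effect that differs between 24 and 48 h 3567, vehicle between 24 and 48 h 2212, early rise 563, early fall 521, late rise 2557, late fall 3551, prevented rise 693 and prevented fall 391. By SAM with the mean number of false calls: down at 6 h 113, down over 1.5-fold at 6 h 101, down at 24 h 53 and down at all 3 times 4. With replicates 1 and 2 against 3 and 4 as a block: up at 6 h 783, down at 6 h 490 and down over 1.5-fold at 6 h 286. When these 4 arrays are left out, the lists that passed and kept their direction were 6, 7 and 14, and the sets 1, 7 and 19. The cause was not tested, though leaving arrays out or weighting them down by their spread shrinks the spread by construction, and so does the covariate, which is taken from the same residuals that it then explains. At 6 h the estimate of the array weights stopped before it converged.

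Of the probe sets called, 71% rose at 6 h, 67.4% at 24 h and 41.7% at 48 h. At 6 h it was 50.8% both with array weights and with the covariate, where rises no longer outnumbered falls by much. At 24 h the share was 55% with the arrays centred on their medians, 56.2% with an offset of 32, 50.6% with array weights, 43% with the covariate and 40.7% without the 4 arrays, so whether rises outnumber falls at 24 h depends on the last 2 of these. At 48 h falls outnumbered rises under every alternative, with the share nearest to 50% (48.8%) after a second quantile normalization.

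No call of a named gene or list reversed under any alternative, apart from the vitamin D metabolism list by fry. Of the named genes called at 6, 24 and 48 h (96, 37 and 160), 96, 37 and 160 were called by SAM, 95, 37 and 106 with all arrays in one fit, 85, 27 and 120 with no filter and 87, 34 and 145 with the arrays centred. The arrays limit what can be seen of dim genes: the lowest value that passed the filter was 3.205 (log2), the median of all probe sets was 3.02 to 3.20 per array, and near that level folds depend on the background left.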

Differences from the paper's values

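Array weights, the position on the axis of spread within groups as a covariate, leaving out the 4 arrays that stand apart, SAM with the mean number of false calls, and replicates 1 and 2 against 3 and 4 as a block were chosen after the values were seen.

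The paper's counts were called by SAM at 5% FDR and those here by limma at a Benjamini-Hochberg adjusted p under 0.05, over as many probe sets as the paper tested. The paper kept them by present calls, not used here, in place of the signal filter. In each sentence the alternatives set before the data were examined that come within 1.5 times the paper's count are named, and all others set before do not.

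Up at 6 h, the paper gives 954 and limma 496 here, with 699 with all 24 arrays in one fit and 997 by SAM; of those chosen after seeing the values, array weights gave 896 and dropped 27 of the 122 the paper calls at 6 h, the covariate gave 1355 and dropped 10 of the 122 the paper calls at 6 h and the block of replicates 1 and 2 gave 783 and dropped 30 of the 122 the paper calls at 6 h. Up over 1.5-fold at 6 h, the paper gives 696 and limma 457 here, with 570 with all 24 arrays in one fit, 671 by SAM, 527 with the replicate block and 497 without vehicle 6 h replicate 1; of those chosen after seeing the values, leaving out the 4 arrays gave 497 and dropped 65 of the 122 the paper calls at 6 h, array weights gave 637 and dropped 27 of the 122 the paper calls at 6 h, the covariate gave 761 and dropped 10 of the 122 the paper calls at 6 h and the block of replicates 1 and 2 gave 623 and dropped 30 of the 122 the paper calls at 6 h. Down at 6 h, the paper gives 617 and limma 203 here, with 668 by SAM; of those chosen after seeing the values, array weights gave 868 and dropped 27 of the 122 the paper calls at 6 h and the block of replicates 1 and 2 gave 490 and dropped 30 of the 122 the paper calls at 6 h. Down over 1.5-fold at 6 h, the paper gives 340 and limma 156 here, with 234 with all 24 arrays in one fit and 317 by SAM; of those chosen after seeing the values, the covariate gave 388 and dropped 10 of the 122 the paper calls at 6 h and the block of replicates 1 and 2 gave 286 and dropped 30 of the 122 the paper calls at 6 h. Up at 24 h, the paper gives 1083 and limma 62 here, with 858 by SAM. Up over 1.5-fold at 24 h, the paper gives 371 and limma 57 here, with 327 by SAM. Down at 24 h, the paper gives 733 and limma 30 here, with 651 by SAM. Down over 1.5-fold at 24 h, the paper gives 243 and limma 29 here, with 168 with all 24 arrays in one fit and 234 by SAM. Down at 48 h, the paper gives 2223 and limma 1462 here, with 2208 by SAM and 2062 without 1,25(OH)2D 48 h replicate 2; of those chosen after seeing the values, array weights gave 2436 and dropped 34 of the 345 the paper calls at 48 h and the covariate gave 1974 and dropped 67 of the 345 the paper calls at 48 h. Changed at any time, the paper gives 5435 and limma 2917 here, with 5298 by SAM and 3931 without 1,25(OH)2D 48 h replicate 2; of those chosen after seeing the values, leaving out the 4 arrays gave 7288 and dropped 178 of the 505 the paper calls. Changed at all 3 times, the paper gives 288 and limma 47 here, with 269 by SAM; of those chosen after seeing the values, leaving out the 4 arrays gave 203 and dropped 178 of the 505 the paper calls. Up at all 3 times, the paper gives 182 and limma 39 here, with 166 by SAM; of those chosen after seeing the values, leaving out the 4 arrays gave 143 and dropped 178 of the 505 the paper calls and array weights gave 268 and dropped 54 of the 505 the paper calls. Down at all 3 times, the paper gives 80 and limma 7 here, with 79 by SAM. The probe sets the paper calls are those in the part of its Additional file 1 that was held and tested here (505). Of the 122, 176 and 345 it calls there at 6, 24 and 48 h, limma called 57, 3 and 237 here and SAM 119, 146 and 341. Limma itself dropped 65 of the 122, 108 of the 345 and 235 of the 505.

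No fold that the paper's text or Table 2 gives differed both by more than 1.5 times and by more than the replicate SD. The deposited values gave, as ratios of mean linear values, folds within 1% of the paper's for all 1515 folds compared in the part of Additional file 1 held (505 of 519 probe sets) and all 2874 in Additional file 15 (986 of 1222).

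Where the direction differs, log2 fold changes from limma are given. The paper reports that NRP1 is suppressed; here it rose at 6 h (1.43, adjusted p = 0.0488), and had -0.73 (adjusted p = 0.601) at 24 h, called under none set before; -0.41 (adjusted p = 0.0527) at 48 h, called by SAM, with the stricter filter, after a second quantile normalization and without 1,25(OH)2D 48 h replicate 2. The paper finds no change of prostaglandin receptors; PTGER4 fell at 6 h (-2.20, adjusted p = 0.00221) and 48 h (-1.25, adjusted p = 0.00111), while PTGER1, PTGER2 and PTGER3 gave no call at any time. A sentence of the paper lists AKAP12 among suppressed genes; here it rose at 6 h (2.72, adjusted p = 0.0248), as it does in the paper's Table 2. TRPV6, which the paper calls absent, was among the probe sets tested and rose at 48 h (0.49, adjusted p = 0.0203).

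These genes the paper reports as suppressed gave no call at the times it speaks of, or at any time where it gives none. JAK1 had -0.34 (adjusted p = 0.467) at 24 h, called by SAM; -0.34 (adjusted p = 0.139) at 48 h, called without 1,25(OH)2D 48 h replicate 2. STAT3 had -0.25 (adjusted p = 0.455) at 24 h, called by SAM; -0.40 (adjusted p = 0.0675) at 48 h, called with all 24 arrays in one fit, by SAM, with the stricter filter and without 1,25(OH)2D 48 h replicate 2. CDK6 had -1.01 (adjusted p = 0.601) at 24 h, called under none set before; -0.30 (adjusted p = 0.206) at 48 h, called without 1,25(OH)2D 48 h replicate 2. CCNB2 had -0.34 (adjusted p = 0.232) at 24 h, called with all 24 arrays in one fit and by SAM; -0.18 (adjusted p = 0.127) at 48 h, called without 1,25(OH)2D 48 h replicate 2. CDC27 had -0.53 (adjusted p = 0.601) at 24 h, called under none set before; -0.23 (adjusted p = 0.205) at 48 h, called under none set before. RELB had -0.69 (adjusted p = 0.194) at 6 h, called by SAM; -0.090 (adjusted p = 0.888) at 24 h, called under none set before; -0.38 (adjusted p = 0.124) at 48 h, called under none set before. VEGFC had -0.31 (adjusted p = 0.567) at 24 h, called under none set before. VAV3 had -1.55 (adjusted p = 0.118) at 6 h, called with all 24 arrays in one fit and by SAM; -1.33 (adjusted p = 0.414) at 24 h, called by SAM. Of the 7 cell cycle genes that the paper names as suppressed late, GAS6, ETS1, CCNA2 and CDC25C did fall at 48 h, though ETS1 was lower at 6 h too (-0.99, adjusted p = 0.179), called at 6 h with all 24 arrays in one fit, by SAM and with the replicate block. Another cyclin A, CCNA1, rose at 48 h (0.60, adjusted p = 0.00611). A second probe set of JAK1 fell at 48 h (-0.56, adjusted p = 0.0183), VEGFC fell at 6 and 48 h, and VAV3 fell at 48 h.

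The paper reports a Wnt target set with MYC, cyclin D and PPARD among its members as reduced by 6 h, and its network at 6 h rests on a suppression of MYC; of these genes limma called 0 here at 6 h. MYC had -0.30 (adjusted p = 0.115) at 6 h, called by SAM, with no filter, with an offset of 32 and with limma's trend and robust options. CCND1 had -0.74 (adjusted p = 0.296) at 6 h, called by SAM. PPARD had -0.023 (adjusted p = 0.9997) at 6 h, called under none set before. CCND2 (-0.086) and CCND3 (0.14) gave no call at 6 h under any alternative. PPARD fell at 48 h.

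These genes the paper reports as induced gave no call. CDKN1A had 0.42 (adjusted p = 0.211) at 6 h, called by SAM and without vehicle 6 h replicate 1. WEE1 had 0.46 (adjusted p = 0.123) at 6 h, called by SAM and after a second quantile normalization. CDH1 had 0.47 (adjusted p = 0.432) at 6 h in its brighter probe set, called under none set before. Its second, dimmer probe set had a larger rise at 6 h and gave no call by limma either, and no result under the alternatives is given for it. SEMA3F had 0.24 (adjusted p = 0.476) at 24 h, called by SAM. SEMA3F rose at 6 and 48 h. HMOX1, which the paper lists as induced, and BMP6, which it lists as shared between studies, were below the filter here. FKBP5, which the paper lists as regulated as in another cell line, was called at 48 h alone (0.33, adjusted p = 0.0418).

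Of these genes, array weights (not converged at 6 h), chosen after seeing the values and dropping 54 of the 505 probe sets that the paper calls at any time, called NRP1 at 24 h, NRP1 at 48 h, JAK1 at 48 h, STAT3 at 24 h, STAT3 at 48 h, CDK6 at 24 h, CDK6 at 48 h, CCNB2 at 24 h, CCNB2 at 48 h, CDC27 at 24 h, VEGFC at 24 h, VAV3 at 6 h, VAV3 at 24 h, MYC at 6 h, CCND1 at 6 h, ETS1 at 6 h and CDKN1A at 6 h. The position on the axis as a covariate, chosen after seeing the values and dropping 54 of the 505, called NRP1 at 24 h, NRP1 at 48 h, JAK1 at 24 h, JAK1 at 48 h, STAT3 at 24 h, STAT3 at 48 h, CDK6 at 24 h, CDK6 at 48 h, CCNB2 at 24 h, CDC27 at 24 h, RELB at 6 h, VAV3 at 6 h, VAV3 at 24 h, MYC at 6 h, CCND1 at 6 h, ETS1 at 6 h, CDKN1A at 6 h, WEE1 at 6 h, CDH1 at 6 h and SEMA3F at 24 h. Leaving out the 4 arrays that stand apart, chosen after seeing the values and dropping 178 of the 505, called NRP1 at 24 h, CDK6 at 24 h, CCNB2 at 24 h, VAV3 at 24 h and CDKN1A at 6 h. Replicates 1 and 2 against 3 and 4 as a block, chosen after seeing the values and dropping 30 of the 122 that the paper calls at 6 h, called VAV3 at 6 h, MYC at 6 h, CCND1 at 6 h, ETS1 at 6 h and WEE1 at 6 h. Limma as used in the passages dropped more than these settings did, 235 of the 505 and 65 of the 122.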

Other observations

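The comparison of the shared vehicle arrays, the splits of late rises and late falls by the calls of 48 h, the block of replicates 1 and 2 against 3 and 4, the lists without the 4 arrays that stand apart, and the correlation of the 24 h change with the axis were chosen after the data were seen.

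The lists that belong to no statement of the paper are given here, with calls by limma and counts adjusted over the list alone in parentheses. Of 37 measured genes of TGF-beta and BMP signaling, 2 rose and 1 fell at 6 h (5 and 1 when adjusted over the list alone), 1 rose and 10 fell at 48 h (1 and 12 when adjusted over the list alone) and limma called 0 at 24 h (1 higher and 8 lower at an unadjusted p under 0.05, fry's adjusted p = 0.0237), with camera's adjusted p = 0.75, 0.0165 and 0.0489 at 6, 24 and 48 h (0.168 and 0.486 at 24 and 48 h with an estimated correlation, 0.148 and 0.0615 without the 4 arrays that stand apart). Of 26 measured genes of calcium transport and binding, 2 rose at 6 h (2 when adjusted over the list alone), 1 rose at 24 h (3 up and 1 down when adjusted over the list alone) and 7 rose and 2 fell at 48 h (7 and 3 when adjusted over the list alone), with camera's adjusted p = 0.0708, 0.247 and 0.186 at 6, 24 and 48 h. Of 20 measured basal epithelial markers, 1 rose at 6 h (1 when adjusted over the list alone), 2 rose and 3 fell at 48 h (2 and 3 when adjusted over the list alone) and limma called 0 at 24 h (2 higher and 4 lower at an unadjusted p under 0.05, fry's adjusted p = 0.0345), with camera's adjusted p = 0.749, 0.0235 and 0.854 at 6, 24 and 48 h (0.168 at 24 h with an estimated correlation). Of 43 measured genes of oxidative phosphorylation, limma called 0 at 6, 24 and 48 h (0 higher and 0 lower, 1 higher and 0 lower and 5 higher and 1 lower at an unadjusted p under 0.05, fry's adjusted p = 0.538, 0.0480 and 0.152), with camera's adjusted p = 0.112, 0.0802 and 0.0202 at 6, 24 and 48 h (0.568 at 48 h with an estimated correlation). Of 31 measured ribosomal proteins, limma called 0 at 6, 24 and 48 h (0 higher and 0 lower, 0 higher and 0 lower and 0 higher and 0 lower at an unadjusted p under 0.05, fry's adjusted p = 0.171, 0.675 and 0.637), with camera's adjusted p = 0.300, 0.720 and 0.956 at 6, 24 and 48 h. Of 14 measured housekeeping controls, 1 rose and 1 fell at 48 h (1 and 1 when adjusted over the list alone) and limma called 0 at 6 and 24 h (1 higher and 0 lower and 1 higher and 0 lower at an unadjusted p under 0.05, fry's adjusted p = 0.257 and 0.742), with camera's adjusted p = 0.322, 0.979 and 0.75 at 6, 24 and 48 h. Of 22 measured metallothioneins and heat shock proteins, 1 rose at 6 h (1 when adjusted over the list alone), 2 rose and 2 fell at 48 h (4 and 11 when adjusted over the list alone) and limma called 0 at 24 h (0 higher and 2 lower at an unadjusted p under 0.05, fry's adjusted p = 0.0179), with camera's adjusted p = 0.443, 0.500 and 0.281 at 6, 24 and 48 h. Of 6 measured receptors for nucleotides, 1 rose and 1 fell at 6 h (2 and 1 when adjusted over the list alone), 1 rose at 48 h (1 when adjusted over the list alone) and limma called 0 at 24 h (2 higher and 0 lower at an unadjusted p under 0.05, fry's adjusted p = 0.0291), with camera's adjusted p = 0.715, 0.193 and 0.0456 at 6, 24 and 48 h (0.229 at 48 h with an estimated correlation, 0.0577 without the 4 arrays that stand apart).

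Markers of other cell types were looked at too. Of 11 measured fibroblast and stromal markers, 1 rose at 6 h (1 when adjusted over the list alone), 3 fell at 48 h (2 up and 4 down when adjusted over the list alone) and limma called 0 at 24 h (1 higher and 0 lower at an unadjusted p under 0.05, fry's adjusted p = 0.529), with camera's adjusted p = 0.615, 0.368 and 0.500 at 6, 24 and 48 h. Of 7 measured endothelial markers, 1 fell at 48 h (1 when adjusted over the list alone) and limma called 0 at 6 and 24 h (0 higher and 0 lower and 0 higher and 1 lower at an unadjusted p under 0.05, fry's adjusted p = 0.718 and 0.538), with camera's adjusted p = 0.755, 0.337 and 0.500 at 6, 24 and 48 h. Of 3 measured leukocyte markers, limma called 0 at 6, 24 and 48 h (0 higher and 0 lower, 0 higher and 0 lower and 0 higher and 0 lower at an unadjusted p under 0.05, fry's adjusted p = 0.871, 0.351 and 0.762), with camera's adjusted p = 0.952, 0.456 and 0.812 at 6, 24 and 48 h. Of 2 measured neuroendocrine markers, limma called 0 at 6, 24 and 48 h (0 higher and 0 lower, 0 higher and 0 lower and 0 higher and 0 lower at an unadjusted p under 0.05, fry's adjusted p = 0.582, 0.320 and 0.979), with camera's adjusted p = 0.755, 0.559 and 0.952 at 6, 24 and 48 h.

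In Table 4's set of genes raised by JNK (22 measured), 1 fell at 24 h, with camera's adjusted p = 0.00848 (0.134 with an estimated correlation).

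Other splits of the same arrays into groups of the same size were counted for each result. At 48 h chance can be excluded: the real split gave 2506 probe sets, 994 over 1.5-fold, 17 lists and 19 sets of Table 4, the highest of 35 splits in each (1 of 35), against 0, 0, 11 and 15 in the highest other. At 6 h the total alone does not exclude chance: 2 of 35 splits reached 699 probe sets and 2 of 35 reached 613 over 1.5-fold, 4 of 35 reached 8 lists and 35 of 35 reached 1 set, and the highest others were 6009, 2654, 9 and 6. The 6009 came from the only other split that reached 699, replicates 1 and 2 of both groups against replicates 3 and 4, while the rest gave 0 or 1, and it points to a structure of the samples at 6 h; with these pairs of replicates as a block limma called 783 up and 490 down. At 24 h the total alone does not exclude it either: 2 of 35 splits reached 92 probe sets, 2 of 35 reached 86 over 1.5-fold, 2 of 35 reached 14 lists and 3 of 35 reached 19 sets, with 7738, 5191, 14 and 22 the highest others. The 7738 came from vehicle replicate 1 with 1,25(OH)2D replicates 2, 3 and 4 against the rest, the only other split with any call, which again points to a structure of the samples. The 47 probe sets called at all 3 times are part of the totals of 6 and 24 h. Every other split of the 48 h arrays gave 0 calls, so their count excludes chance through 48 h and does not decide it for 6 and 24 h.

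Across times 100 splits were drawn. Chance can be excluded for an effect that differs between 6 and 48 h (727, 1 of 100, highest other 469) and an early rise (200, 4 of 100, 323). Other counts need a call at 48 h. Those changed at all 3 times (47), up at all 3 (39) and down at all 3 (7) were reached in 1 of 100, where the highest other was 0. A prevented rise (311, highest other 329) and a prevented fall (150, 174) were reached in 2 of 100. No other split of the 48 h arrays gave a call, so for these counts chance is excluded through 48 h alone. The counts do not exclude it for the total of probe sets changed at any time (2917, 8 of 100, highest other 7738), though 2506 of these are the calls of 48 h, for which it can be excluded, nor for an effect that differs between 6 and 24 h (550, 8 of 100, 12083) or between 24 and 48 h (9, 6 of 100, 111), an early fall (64, 5 of 100, 204), or the totals of late rises (121, 6 of 100, 3512) and late falls (174, 6 of 100, 3386). Chance can be excluded for the 118 late rises and 173 late falls that rest on the calls of 48 h (1 of 100 each), where the highest others were 28 and 74. This too follows from the 48 h split. Splits that call several times the real count point to a structure of the samples.

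Across genes, the change at 24 h correlated with the loading on the axis along which the arrays of a group spread with r = -0.777. In 12 exact tests of array quality between treated and vehicle (median, correlation with the group, and 3' to 5' differences of GAPDH and beta-actin at each time) the lowest p was 0.05714, for the correlation with the group at 48 h (0.9952 with 1,25(OH)2D and 0.9971 in vehicle). The covariance across probe sets of the vehicle change and the effect at 48 h, which share the vehicle arrays of 48 h, was -0.0136. In simulated groups that do not change the covariance was -0.028. The simulated value can overstate the shared part, since vehicle at 48 h had the lowest mean SD of the groups (0.119, log2). With separate pairs of these vehicle arrays the covariance was -0.0101 to -0.00413.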
